# Luteolin Targets the Toll-Like Receptor Signaling Pathway in Prevention of Hepatic and Adipocyte Fibrosis and Insulin Resistance in Diet-Induced Obese Mice

**DOI:** 10.3390/nu10101415

**Published:** 2018-10-03

**Authors:** Eun-Young Kwon, Myung-Sook Choi

**Keywords:** fibrosis, inflammation, luteolin, obesity, Toll-like signaling pathway

## Abstract

This study was to investigate the protective role of luteolin on inflammation-mediated metabolic diseases, focusing on the role of luteolin in the modulation of the Toll-like receptor (TLR) signaling pathway. C57BL/6J mice were fed a normal, high-fat, or high-fat + 0.005% (*w*/*w*) luteolin diet for 16 weeks. Luteolin improved chronic low-grade inflammation by modulating the TLR signaling pathway, resulting in reduced pro-inflammatory cytokines and macrophage accumulation. A positive relationship was detected between gene expressions of *Tlr5*, *Map2k7*, *Mapk12*, *Mapk13*, and *Mapk9* and lipogenesis in epididymal white adipose tissue (eWAT) of luteolin-treated mice, which was linked to attenuation of hepatic lipotoxicity by increasing free fatty acid (FFA) flux to the WAT. Luteolin prevented fibrosis by decreasing extracellular matrix accumulation and cathepsin gene expressions, while enhancing the hepatic antioxidant system. *Emr1* and *Ccl7*, important markers inducing low-grade inflammation, were affected by advanced age and greater body weight, which were normalized by luteolin treatment. Luteolin improved insulin resistance by normalizing pancreatic islet dysfunction and differentially modulating the plasma glucagon-like peptide-1 and gastric inhibitory polypeptide levels. Our results suggest that luteolin ameliorates diet-induced obesity and its comorbidities. Overall, this study provides novel insights into the effect of luteolin on the links among adiposopathy, insulin resistance, hepatic steatosis, and fibrosis.

## 1. Introduction

Obesity is defined as excessive fat accumulation and can lead to metabolic complications, including dyslipidemia, adipokines dysregulation, insulin resistance (IR), inflammation, fibrosis, and steatohepatitis. White adipose tissue (WAT) is responsible for the storage of energy in the form of triacylglycerol, and thus protects other organs and tissues from ectopic fat accumulation resulting in lipotoxicity. WAT is also a critical endocrine organ capable of controlling the energy homeostasis and metabolism of several tissues through the secretion of several adipokines/cytokines such as leptin, adiponectin, and TNF-α that are known to mediate lipid metabolism, inflammation, and IR [1].

Obesity promotes not only adipocyte hypertrophy but also WAT macrophage accumulation, which can contribute to inflammation; this then triggers the production and deposition of extracellular matrix (ECM), including collagen, to induce adipose tissue fibrosis, possibly as a result of the pro-inflammatory adipokines/cytokines released by adipocytes and infiltrated macrophages [2]. In obesity, adipose tissue inflammation is further exacerbated by the excessive accumulation of ECM components resulting in the pathogenesis of fibrosis. Moreover, accumulating evidence indicates that some cathepsins act as a link between adipose tissue and fibrosis in obesity through proteolysis of ECM components [3,4,5,6,7]. However, the underlying mechanism by which the interactions of adipocyte hypertrophy, adipokine dysregulation, ECM accumulation, and inflammation lead to the development of adipose tissue fibrosis, IR, and hepatic steatosis has yet to be fully established, especially at the level of the transcriptional changes that occur in obese adipose tissue.

Luteolin (LU, 3′,4′,5,7-tetrahydroxyflavone) is a flavone found in leaves, vegetables, fruits, and natural herbal drugs such as parsley, thyme, peppermint, and celery. Some of the proven biological effects of LU are a variety of anti-inflammatory actions. However, little is known about the detailed mechanisms linked to the anti-metabolic syndrome action of luteolin based on the integration of transcriptional profile and phenotypic biomarkers. Accordingly, the aim of this study was to investigate the protective role of oral luteolin treatment on inflammation-mediated metabolic diseases in diet-induced obese C57BL/6J mice, focusing on its role in modulating the Toll-like receptor (TLR)-signaling-pathway-triggered up-regulation of pro-inflammatory cytokines. C57BL/6J is the most widely used inbred strain and is susceptible to diet-induced obesity, type 2 diabetes, and atherosclerosis. These results should provide novel insights into the effect of luteolin on the links among adiposopathy, IR, hepatic steatosis, and fibrosis.

## 2. Materials and Methods

### 2.1. Experimental Animals and Diets 17.65 82.35

Four-week-old male C57BL/6J mice were purchased from the Jackson Laboratory (Bar Harbor, ME, USA). The 36 mice were individually housed at room temperature (24 °C) and under a 12 h light/dark cycle, and were fed the AIN-76 semipurified diet for a one-week acclimation period after arrival. After acclimation, the mice were randomly divided into three groups consisting of normal diet (ND, *n* = 10), high-fat diet (HFD, *n* = 13), and HFD with 0.005% (*w*/*w*) luteolin (Sigma Chemicals, St. Louis, MO, USA) (LU, *n* = 13) for 16 weeks. The HFD is the AIN-76 semipurified diet containing 40 kcal% fat by calories: 15% (*w*/*w*) corn oil and 85% (*w*/*w*) lard of total fat. All experimental diets were prepared every week and stored in a dark room at −4 °C. Body weight and blood glucose levels were measured every 1 and 2 weeks, respectively. At the end of the experimental period, all mice were anesthetized with ether after a 12 h fast. Blood was taken from the inferior vena cava for the determination of glucose, plasma lipid, and hormone concentrations. The liver and adipose tissues were removed, rinsed with physiological saline, weighed, immediately frozen in liquid nitrogen, and stored at −70 °C until analysis. The study was performed under protocols approved by the Ethics Committee at Kyungpook National University (approval No. KNU 2010-4-14).

### 2.2. Blood Glucose, IPGTT, and Plasma Biomarkers

Every 2 weeks, the 12 h fasting blood glucose level was measured from tail vein blood with a glucose analyzer (GlucoDr SuperSensor, Allmedicus, Anyang, Korea). For the IPGTT analysis performed in the 15th week after the start of the diet experiments, mice fasted for 12 h were injected intraperitoneally with glucose (0.5 g/kg body weight), and the blood glucose level was determined in the tail vein blood at 0, 30, 60, and 120 min later. Plasma biomarkers were measured using fluorescent magnetic bead-based assays (Bio-Rad, Millipore, Hercules, CA, USA): insulin, glucagon, leptin, resistin, plasminogen activator inhibitor-1 (PAI-1), glucagon-like peptide-1 (GLP-1) and gastric inhibitory polypeptide (GIP) (Bio-Plex Pro™ mouse diabetes assays), IL-6, TNF-α, monocyte chemoattractant protein-1 (MCP-1) and macrophage inflammatory protein 1 beta (MIP-1β) (Bio-Plex Pro™ mouse cytokine assays), and adiponectin (Bio-Plex Pro™ mouse diabetes adiponectin assay). The plasma adipsin (R&D Systems, Minneapolis, MN, USA), soluble CD antigen 163 (sCD163; Mybiosource, San Diego, CA, USA), glutamic oxaloacetic transaminase (GOT) (Asan, Seoul, Korea), and glutamic pyruvic transaminase (GPT) (Asan, Seoul, Korea) levels were analyzed using a commercially available kit.

### 2.3. Plasma and Hepatic Free Fatty Acid (FFA) Measurements

The plasma and hepatic FFA levels were both measured using an enzymatic assay kit (Wako Chemicals, Richmond, VA, USA), except that the hepatic FFA level was determined after extraction according to the methods of Folch [8].

### 2.4. Histopathological Analysis

The liver, epididymal adipose, and pancreas tissues were eliminated from each mouse. The liver and epididymal adipose tissue samples were subsequently fixed in 10% (*v*/*v*) paraformaldehyde/PBS and embedded in paraffin for immunohistochemistry staining for CD68 and MCP-1 and Masson’s trichrome staining. The pancreas tissue sample was fixed in 4% (*v*/*v*) paraformaldehyde/PBS and embedded in paraffin for immunohistochemistry staining of insulin and glucagon. Stained slices were viewed under a microscope set at 200× magnification.

### 2.5. Hepatic Enzyme Activities and Lipotoxicity Markers

The enzyme source fraction in the liver was prepared as previously described [9] and the protein concentrations were determined using the Bradford method. Catalase (CAT) [10], superoxide dismutase (SOD) [11], glutathione peroxidase (GPx) [12], and glutathione reductase (GR) [13] activities were measured as previously described. The hepatic H_2_O_2_ [14] and thiobarbituric acid reactive substances (TBARS) [15] levels were also determined as previously described.

### 2.6. RNA Preparation and Quality Control

Total RNA was extracted from adipose tissue using TRIZOL reagent (Invitrogen Life Technologies, Grand Island, NY, USA), and three pooled RNA sample sets were then constructed for the ND, HFD, and LU groups as previously described [16]. RNA was stored at −70 °C prior to further analysis by microarray and RT-qPCR.

### 2.7. RT-qPCR

Total RNA (1 μg) was used to synthesize cDNA via the QuantiTect Reverse Transcription kit (QIAGEN Gmbh, Hilden, Germany), and mRNA expression was quantified by RT-qPCR using the SYBR green PCR kit (Qiagen, Hilden, Germany) and the CFX96TM real-time system (BIO-RAD, Hercules, CA, USA). Gene-specific mouse primers were used as indicated in Table S1. Ct values were normalized to the reference gene GAPDH and the relative gene expression was calculated with the 2^−ΔΔ*C*t^ method [17].

### 2.8. Microarray Analysis

Total RNA was amplified and purified using the Ambion Illumina RNA amplification kit (Ambion, Austin, TX, USA). Biotinylated cRNA (750 ng per sample) was hybridized to Illumina MouseWG-6 v2 Expression BeadChips (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Hybridized arrays were washed and stained with Amersham Fluorolink streptavidin-Cy3 (GE Healthcare Bio-Sciences, Little Chalfont, UK) following the standard protocol provided in the bead array manual. Hybridization quality and overall chip performance were determined by visual inspection of both the internal quality controls and the raw scanned data in the Illumina BeadStudio software. Probe signal intensities were quantile-normalized and log-transformed. Microarray analysis was performed in the ArrayAssists software (Stratagene, La Jolla, CA, USA) and with the R programing language.

The statistical differential gene expression analysis between groups was performed using the nonparametric Rank Prod approach. Oligonucleotides showing changes between groups with a false discovery rate lower than 0.05 were considered significant. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways mapper (www.genome.jp/kegg) was consulted for the analysis of gene functions involved in inflammation. This microarray data was deposited in the Gene Expression Omnibus (GEO) database (GEO accession numbers: GSE111412).

### 2.9. Statistical Analysis

All data are presented as mean ± standard error of the mean (SEM) and were analyzed using SPSS (SPSS Inc. Chicago, IL, USA). Statistical differences between groups (HFD and ND, and LU and HFD) were determined using Student’s *t*-test. Differences were considered statistically significant at *p* < 0.05.

## 3. Results

### 3.1. Luteolin Lowered Body Fat in Diet-Induced Obese (DIO) Mice

Luteolin treatment significantly reduced the body weight gain and weights of WAT, including depots of epididymal, perirenal, retroperitoneal, mesenteric, subcutaneous, and interscapular WAT, compared with the HFD group. Luteolin also slightly decreased the liver weight, but there was no significant difference between the HFD and LU groups (Table 1). Plasma and hepatic FFA levels were meaningfully lowered by luteolin treatment compared with those of the HFD group.

### 3.2. Luteolin Reduced Macrophage Infiltration and Fibrosis by Modulating the Inflammatory Response and Activities of Hepatic Antioxidant Enzymes in DIO Mice

Luteolin treatment markedly decreased the plasma leptin and resistin levels and the leptin/adiponectin ratio, but significantly enhanced the plasma adiponectin level (Figure 1A). Furthermore, the levels of pro-inflammatory cytokines, including plasma TNF-α, MCP-1, IL-6, MIP-1β, PAI-1, and adipsin, and the macrophage low-grade inflammation marker sCD163 were significantly decreased by luteolin treatment compared with those in the HFD group (Figure 1B,C). The immunohistochemical staining revealed that CD68 and MCP-1 levels were lower in both the liver and adipose tissue of the LU group than in those of the HFD group (Figure 1D). 

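Gene expression was measured in epididymal white adipose tissue (WAT), the visceral fat depot beside the epididymis, of male C57BL/6J mice fed the ND, the HFD or the HFD with 0.005% luteolin (LU) for 16 weeks. The RNA came from whole tissue, so each value sums over adipocytes, macrophages, vessels and every other cell type of the depot. Each group had 3 Illumina MouseWG-6 v2 arrays. The methods describe pooled RNA sample sets without giving the number of mice in each, so the p-values measure the spread between these 9 RNA samples, which may be pools. The sample labels give 30 mice and an HFD with 20% fat and 1% cholesterol, where the methods give 36 mice and 40% of energy from fat. The authors deposited the signal of 45281 probes before normalization. These signals were quantile-normalized over the 9 arrays and log2-transformed, as the methods state, and the 20558 probes with a detection p under 0.05 on at least 3 arrays were kept. They include 8699 named genes, each read from its brightest probe. The groups were compared with limma in 1 fit over all 9 arrays, with two-sided tests and adjusted p-values by Benjamini-Hochberg over the probes kept. Gene lists were tested with limma's camera, which asks whether the genes of a list moved more than the other genes. Its adjusted p is given first with a preset correlation between the genes of a list and then with an estimated correlation. At the preset correlation 34, 37 and 24 lists passed for HFD against ND, LU against HFD and LU against ND. Other splits of the same arrays, each mixing arrays of both groups, passed up to 30, 34 and 14. A pass at the preset correlation alone is therefore weak evidence for a list. Where a gene was not above background on any array of a group, its fold change was taken against the background level of those arrays and is given as a lower bound. The number of arrays limits the precision, since an exact permutation test of 3 arrays against 3 cannot go below p = 0.1.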

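Genes that mark macrophages and their recruitment were higher in epididymal WAT of the HFD group than of the ND group, and lower in the LU group than in the HFD group. Saa3, an acute-phase protein made by inflamed fat, had a log2 signal of 8.86 ± 0.05 (SD, n = 3 arrays) in ND, 12.08 ± 0.27 (SD, n = 3) in HFD and 11.37 ± 0.28 (SD, n = 3) in LU. This is a 9.37-fold rise with the HFD and a log2 fold change of -0.71 with luteolin (standard error 0.14, adjusted p = 0.0025). Adgre1 (Emr1), a surface receptor of mature macrophages, rose 3.16-fold with the HFD and fell by 0.81 on the log2 scale with luteolin (standard error 0.09, adjusted p = 6.8e-05). Ccl2, the chemokine that draws monocytes into tissue, rose 2.11-fold and then fell by 0.72 (standard error 0.05, adjusted p = 1.5e-05). Csf1r, the receptor for the growth factor of macrophages, rose 1.83-fold and then fell by 0.58 (standard error 0.09, adjusted p = 0.00069). These 4 genes all passed in both comparisons, also when adjusted over the list alone, and Cd68 has no named probe here. As a list they passed for HFD against ND (adjusted p = 0.00011, and adjusted p = 0.14 with an estimated correlation) and for LU against HFD (adjusted p = 0.00031, and adjusted p = 0.13 with an estimated correlation). The paper chose them on these samples, so their shared direction is not independent evidence. Of 19 macrophage markers, a list that holds Adgre1 and Csf1r as well, 18 were higher in HFD than in ND, at a median log2 fold change of 1.15 (adjusted p = 3.8e-12, and adjusted p = 0.17 with an estimated correlation). In LU 18 of the 19 were lower than in HFD, at a median of -0.58 (adjusted p = 1.2e-10, and adjusted p = 0.15 with an estimated correlation). Among them were the macrophage membrane gene Ms4a7 at -0.87 and Tyrobp, a signaling adaptor of myeloid cells, at -0.79.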

The expression of macrophage infiltration-related genes (*Cd68*, *Ccl2*, *Emr1*, *Csf14*, and *Saa3*) in adipocytes was down-regulated by luteolin treatment (Figure 1E). Microarray validation with RT-qPCR showed a consistent pattern of changes in gene expression.

The levels of the hepatic lipotoxicity markers, including plasma GOT and GPT, and hepatic mitochondrial H_2_O_2_ and TBARS were markedly lower in the LU group than in the HFD group (Figure 2A). The activities of the hepatic antioxidant enzymes CAT and GPx were significantly higher in the LU group compared with those in the HFD group (Figure 2B). To assess tissue fibrosis, Masson’s trichrome staining was performed, which stains the fibrous tissues containing collagen blue in order to display the fibrous tissue of the liver and adipose tissue of HFD-fed mice. The liver of the HFD group was cirrhotic and the portal vein was surrounded by fibrous bands. In addition, the epididymal WAT depot of the HFD group exhibited very pronounced trichrome-positive “streaks” interspersed among the adipocytes. By contrast, the liver of the LU group had a normal architecture and fat pads, with densely packed and very thin collagen sheets surrounding the portal vein and each adipocyte (Figure 2C).

### 3.3. Luteolin Reduced IR and Normalized the Pancreatic Beta-Cell Mass in DIO Mice

Luteolin treatment significantly decreased the fasting blood glucose level and improved glucose intolerance, as evidenced by the results of the IPGTT, compared with those of the HFD group (Figure 3A,B). Furthermore, the levels of plasma insulin and glucagon and the ratio of insulin to glucagon were significantly reduced by luteolin treatment compared with those in the HFD group (Figure 3C). Luteolin markedly increased the plasma GLP-1 level but decreased the plasma GIP level (Figure 3D). Immunohistochemistry staining of the pancreatic tissue for insulin and glucagon also revealed that luteolin treatment improved the pancreatic islet hypertrophy caused by the HFD, resulting in a decrease in pancreatic insulin and glucagon content, consistent with the results for plasma insulin and glucagon levels (Figure 3E).

### 3.4. Luteolin Altered the Transcriptional Responses in the Epididymal WAT of DIO Mice

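The largest falls in LU against HFD include genes of mast cells, macrophages and the connective tissue. Cpa3, a carboxypeptidase of mast cell granules, was not above background on any LU array and was at least 4.16-fold lower than in HFD (log2 signal 9.85 ± 0.27 in HFD, SD, n = 3 arrays). Cma2, a mast cell chymase, fell by 1.77 on the log2 scale (standard error 0.12, adjusted p = 8.8e-06). Itgad, an integrin of tissue macrophages that had risen at least 4.87-fold with the HFD, fell by 1.41 (standard error 0.11, adjusted p = 1.5e-05). Vsig4, a complement receptor of macrophages, fell by 1.34, Timp1, an inhibitor of matrix proteases, by 1.32, and Mgp, a matrix protein that blocks calcification, by 1.36. The largest rises were smaller. Nnat, an imprinted gene of adipocytes and neurons, rose by 1.05 (standard error 0.09, adjusted p = 3.2e-05) and Cyp2e1, a cytochrome P450 enzyme abundant in fat cells, by 0.86 (standard error 0.09, adjusted p = 6.8e-05) after a fall by 1.48 with the HFD. Cfap65 and Rsph1, components of motile cilia, were higher in LU than in HFD by 0.95 and 0.87.
In all, 3301 of 8699 genes differed between LU and HFD at an adjusted p under 0.05, of which 1714 were higher and 1587 lower in LU. With median scaling 1953 were higher and 1108 lower. Most changes were small, with a median size of 0.29 on the log2 scale among the 5747 probes that passed. With a fold change of at least 1.5 as a further condition, 480 probes remained, 139 higher and 341 lower. HFD against ND gave 4598 genes, 2188 higher and 2410 lower, and LU against ND gave 3454. The 3 LU arrays and the 3 HFD arrays did not overlap for 48.7% of the probes, where chance gives 10%. By the rank product of the methods, at a false discovery rate under 0.05, 904 probes differed between LU and HFD, 380 higher and 524 lower.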

The adipocyte microarray analysis showed that 523 genes were differentially expressed in response to luteolin treatment compared with the HFD, including 188 up-regulated genes and 335 down-regulated genes (Table S2). Functional gene ontology terms associated with these luteolin-responsive genes in the epididymal WAT depot were clustered using DAVID (Figure 4A). Luteolin decreased the expression levels of genes associated with immune and inflammatory system function and angiogenesis and hemopoiesis system function that were up-regulated by the HFD. However, functional gene ontology terms related to oxidation reduction as well as glucose and lipid metabolism were enriched among the genes that were up-regulated by luteolin treatment.

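Complement and MHC class II genes were higher in HFD than in ND and lower in LU than in HFD. The complement genes C1qb and C1qc, which encode subunits of the C1q complex and are made by macrophages, rose by 1.21 and 1.15 on the log2 scale with the HFD, and fell by 0.96 (standard error 0.09, adjusted p = 4.9e-05) and 1.07 (standard error 0.07, adjusted p = 5.6e-06) with luteolin. Of 11 complement genes, 8 were higher in HFD than in ND and 1 was lower (adjusted p = 0.0019, and 0.18 as the adjusted p with an estimated correlation). In LU 8 were lower than in HFD and 1 was higher, with the same counts when adjusted over the list alone (adjusted p = 0.00021, and adjusted p = 0.13 with an estimated correlation). Of 9 genes of MHC class II antigen presentation, 8 were higher in HFD and 7 lower in LU, at medians of 0.53 (adjusted p = 2.1e-05) and -0.31 (adjusted p = 0.00034). Both calls were lost with an estimated correlation (adjusted p = 0.18 and adjusted p = 0.19). Cd74, the invariant chain that guides these molecules, and H2-DMb1 were among both sets, with log2 fold changes of -0.48 and -0.39 in LU against HFD. T cell markers moved with these genes, 5 of 11 higher in HFD, 6 when adjusted over the list alone (adjusted p = 0.012, and adjusted p = 0.32 with an estimated correlation) and 7 of 11 lower in LU (8 when adjusted over the list alone), with a median of -0.25 in LU, and -0.58 after background correction (adjusted p = 8e-04, and adjusted p = 0.19 with an estimated correlation). All 5 measured B cell markers were higher in HFD (adjusted p = 4e-04, and adjusted p = 0.18 with an estimated correlation) and lower in LU, at a median of -0.39 in LU, and -0.74 after background correction (adjusted p = 6e-04, and adjusted p = 0.16 with an estimated correlation). Of 12 interferon-stimulated genes, 3 were higher in HFD and 1 lower in LU, and this list did not pass in either comparison (adjusted p = 0.13 in both).
Genes of blood vessel growth went in both directions. Anpep, an aminopeptidase of the vessel wall and of myeloid cells, rose by 1.77 with the HFD and fell by 0.71 (standard error 0.11, adjusted p = 0.00052) with luteolin, and the growth factors Vegfc and Angpt2 rose by 0.46 and 0.60 and then fell by 0.46 and 0.43. Vegfa, the main endothelial growth factor, fell by 0.63 with the HFD and rose by 0.69 (standard error 0.13, adjusted p = 0.0025) with luteolin. Of 19 angiogenesis genes, 6 were higher and 4 lower in HFD, where the median was -0.02 while the mean was 0.12 and the test pointed upward (adjusted p = 0.53). In LU 3 were higher and 7 lower (adjusted p = 0.11). The 14 measured markers of vascular endothelial cells had a median of 0.05 in LU against HFD and did not pass (adjusted p = 0.25). Of the red cell genes, Alas2, the first enzyme of heme synthesis in erythroid cells, fell by 1.52 with the HFD, and in LU its log2 fold change against HFD was -0.79 (adjusted p = 0.038). That last call ended without any 1 of HFD replicates 2 and 3 and LU replicates 1, 2 and 3, at values of -0.83 to -0.62 and adjusted p-values of 0.082 to 0.15.
Across all genes, 1059 that the HFD raised were lower in LU than in HFD, and 1056 that it lowered were higher, and with median scaling these counts were 749 and 1162. Another 86 genes moved in the same direction in both comparisons. The HFD arrays stand in both comparisons, and their shared noise alone would give an opposite trend. The correlation of the 2 comparisons across genes was -0.65 (covariance -0.0667), where simulated groups without a difference gave -0.50 (covariance -0.00269). With the 3 HFD arrays divided so that none stood in both, it was -0.65 to -0.51 over the 6 ways to divide them. Between 600 and 1370 genes then moved in opposite directions and 29 to 45 in the same direction. This division was made after the data were seen.

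**Figure D1:**
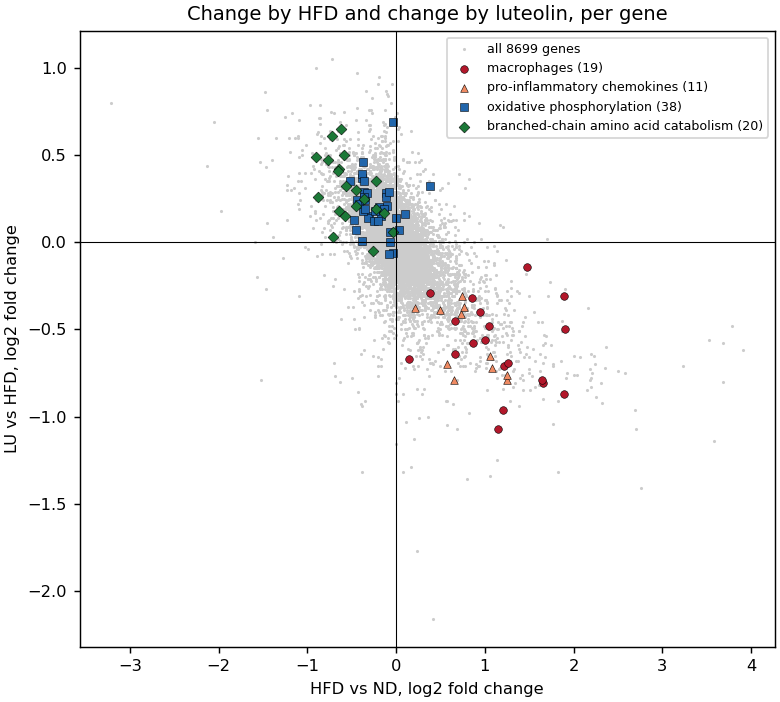
Log2 fold change in LU against HFD (y axis) and in HFD against ND (x axis) for 8699 genes, with the macrophage, chemokine, oxidative phosphorylation and branched-chain amino acid genes in color. Genes that moved in opposite directions lie at the upper left and the lower right.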

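Genes of mitochondrial oxidation and of lipid handling in adipocytes were lower in HFD than in ND and higher in LU than in HFD. Cox8b, a subunit of cytochrome c oxidase, rose by 0.69 with luteolin (standard error 0.08, adjusted p = 0.00013) and was at -0.03 in HFD against ND (adjusted p = 0.79). Ndufb10, a subunit of respiratory complex I, fell by 0.37 with the HFD and rose by 0.46 with luteolin (standard error 0.06, adjusted p = 0.00014). Of 38 genes of oxidative phosphorylation, 25 were lower and 1 higher in HFD (median -0.25, adjusted p = 1.2e-05, and adjusted p = 0.14 with an estimated correlation). In LU 21 were higher and none lower, 27 when adjusted over the list alone (median 0.19, adjusted p = 1.4e-06, and adjusted p = 0.13 with an estimated correlation). Of 21 genes of the citric acid cycle and pyruvate metabolism, 17 were lower in HFD (adjusted p = 0.00016, and adjusted p = 0.14 with an estimated correlation) and 14 higher in LU, 15 when adjusted over the list alone, with 1 in the other direction each time (in LU median 0.21, adjusted p = 0.00047, and adjusted p = 0.13 with an estimated correlation). Of 20 genes of fatty acid oxidation, 9 were lower and 1 higher in HFD (adjusted p = 0.034, and adjusted p = 0.32 with an estimated correlation) and 10 were higher in LU, 11 when adjusted over the list alone (in LU median 0.20, adjusted p = 0.0019, and adjusted p = 0.17 with an estimated correlation). The call of this list in HFD ended without ND replicate 2 (adjusted p = 0.058) or HFD replicate 1 (adjusted p = 0.066). The genes higher in LU included Acads, a dehydrogenase for short-chain fatty acids, at 0.52 and Ppargc1a, the coactivator of mitochondrial genes, at 0.45 in LU against HFD.
Fabp4, the fatty acid carrier of adipocytes, rose by 0.83 with luteolin (standard error 0.08, adjusted p = 5.2e-05). Pck1, an enzyme that supplies glycerol for triacylglycerol, fell by 1.25 with the HFD and rose by 0.72 with luteolin. Of 15 genes of fatty acid uptake and triacylglycerol storage, 10 were lower in HFD (adjusted p = 0.0031, and adjusted p = 0.28 with an estimated correlation) and 8 higher in LU, 10 when adjusted over the list alone (in LU median 0.27, adjusted p = 0.00025, and adjusted p = 0.17 with an estimated correlation). Of 7 lipolysis genes, 4 were lower in HFD (adjusted p = 0.046, and adjusted p = 0.18 with an estimated correlation) and 4 higher in LU (adjusted p = 0.016, and adjusted p = 0.13 with an estimated correlation). The call of this list in HFD ended after background correction (adjusted p = 0.059) and without ND replicate 1 (adjusted p = 0.051), ND replicate 3 (adjusted p = 0.059) or HFD replicate 1 (adjusted p = 0.077). Those higher in LU included Lipe, the hormone-sensitive lipase, at 0.36 and Pnpla2, the adipose triglyceride lipase, at 0.32. Thrsp and Mlxipl, regulators of lipid synthesis, rose by 0.64 and 0.63, but 3 of 14 genes of de novo lipogenesis passed and the list did not (adjusted p = 0.15). In glucose metabolism, Pygl, a glycogen phosphorylase, fell by 1.06 with the HFD and rose by 0.53 with luteolin. Of 19 genes of glycolysis and glucose uptake, 5 were higher and 2 lower in LU (adjusted p = 0.27). Of 13 insulin signaling genes, 9 were lower and 1 higher in HFD (adjusted p = 0.0078, and adjusted p = 0.18 with an estimated correlation) and 3 were higher in LU (adjusted p = 0.14), among them the insulin receptor Insr at 0.29. Of 20 antioxidant genes, 7 were higher and 1 lower in LU, 8 and 3 when adjusted over the list alone, with the glutathione transferase Gsta4 at 0.60 and catalase (Cat) at 0.36 (list adjusted p = 0.11).
Adipocyte markers moved with these groups. Of 14, 11 were lower and 1, Lep, was higher in HFD than in ND (median -0.38, adjusted p = 0.0017, and adjusted p = 0.25 with an estimated correlation). In LU 10 were higher than in HFD, 11 when adjusted over the list alone (median 0.30, adjusted p = 0.00016, and adjusted p = 0.16 with an estimated correlation).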

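Chemokines that draw monocytes and other leukocytes rose with the HFD and fell with luteolin. Ccl9 and Ccl7, which act on monocytes, each rose by 1.25 on the log2 scale with the HFD and fell by 0.76 (standard error 0.08, adjusted p = 5.9e-05) and 0.79 (standard error 0.10, adjusted p = 0.00021) with luteolin. Ccl6 fell by 0.79 with luteolin, and Cxcr4, the receptor that keeps leukocytes in tissues, by 0.70 (standard error 0.09, adjusted p = 0.00021). All 11 measured chemokine genes, Ccl2 to Ccl7, Ccl9, Ccl11, Cxcl1, Cxcl16 and Cxcr4, passed in both comparisons, also when adjusted over the list alone. Their median was 0.74 in HFD against ND (adjusted p = 4.8e-07) and -0.65 in LU against HFD (adjusted p = 7.1e-08), and in LU the list passed with an estimated correlation too (adjusted p = 0.029), while in HFD it did not (adjusted p = 0.084). The rise of Ccl11, the eosinophil chemokine, with the HFD was 0.21 (adjusted p = 0.022) and its call ended without ND replicate 3 or HFD replicate 3, at values of 0.14 to 0.20.
Among the interleukin genes, Il7r, a receptor of T cells and macrophages, rose 6.47-fold with the HFD (log2 signal 8.80 ± 0.14 in ND, 11.50 ± 0.24 in HFD and 10.54 ± 0.16 in LU, SD, n = 3 arrays) and fell by 0.96 with luteolin (standard error 0.12, adjusted p = 0.00014). Il1rn, the natural antagonist of interleukin-1, was at least 3.37-fold higher in HFD and fell by 0.68 with luteolin (standard error 0.10, adjusted p = 0.00057). Of 8 measured interleukin genes, all 8 were higher in HFD, with a median of 0.62 that becomes 0.49 with genes not above background in ND at their bound (adjusted p = 1.6e-05, and adjusted p = 0.14 with an estimated correlation). In LU 6 were lower, in the list alone as well (adjusted p = 0.00025, and adjusted p = 0.13 with an estimated correlation). The other 2 were Il10rb at -0.15 (adjusted p = 0.14) and Il15 at -0.07 (adjusted p = 0.36). Il1a was detected on too few arrays to be tested.
Of 17 cytokine and receptor genes, 16 were higher in HFD (median 0.83, adjusted p = 1.8e-09, and adjusted p = 0.16 with an estimated correlation) and 16 lower in LU (median -0.39, adjusted p = 8.5e-09, and adjusted p = 0.13 with an estimated correlation), with the same counts when adjusted over the list alone. Adam8, a surface protease of leukocytes, rose by 1.25 and fell by 0.64, and Casp1, the protease that activates interleukin-1, rose by 1.27 and fell by 0.48 (standard error 0.06, adjusted p = 0.00011). Tnfrsf11b, the decoy receptor osteoprotegerin, fell by 0.91 in LU and was at 0.02 in HFD against ND (adjusted p = 0.9). Tnf, whose signal lay near background, was at -0.06 in LU against HFD (adjusted p = 0.51). Tnfrsf21, a death receptor, was at -0.22 (adjusted p = 0.039), and its call ended when any 1 of the 6 HFD and LU replicates was left out, at values of -0.25 to -0.18.
In the other direction, Il15ra, which presents interleukin-15 to lymphocytes, fell by 0.64 with the HFD and rose by 0.43 with luteolin (standard error 0.08, adjusted p = 0.0014). Cxcl9, a chemokine that attracts T cells, fell by 0.75 with the HFD and was higher in LU than in HFD by 0.29 (standard error 0.08, adjusted p = 0.017). This call of Cxcl9 ended without HFD replicate 1, LU replicate 1 or LU replicate 2, at values of 0.26 to 0.28 and adjusted p-values of 0.06 to 0.072. The paper chose all these genes on these samples, so their directions as lists are not independent evidence.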

As shown in Figure 4B and Tables S3–S8, during the development of diet-induced obesity, adipocyte transcription of several pro-inflammatory chemokines (*Ccl2-7*, *Ccl9*, *Ccl11*, *Ccr5*, *Cxcl1*, *Cxcl16*, and *Cxcr4*), interleukins (*Il1a*, *Il1rn*, *Il7*, *Il7r*, *Il10ra*, *Il10rb*, *Il13ra1*, *Il13ra2*, and *Il15*), and cytokines (*Tnf*, *Tnfrsf1b*, *Tnfrsf11a* and *11b*, *Tnfrsf12a*, *Tnfrsf13b*, *Tnfrsf21*, *Tnfrsf22*, *Adam8*, *Casp1*, *Casp4*, *Csf1r*, *Csf2ra*, *Csf2rb2*, *Saa3*, *Emr1*, and *Pycard*) was significantly decreased, while the expression levels of anti-inflammatory genes such as *Cxcl9* and *Il15ra* were elevated in comparison to levels detected in the HFD group (Figure 4B and Table S3). Moreover, the expression of TLR genes and interferon regulatory factors 5 and 8 (*Irf5* and *Irf8*) was also significantly altered by luteolin treatment. Specifically, *Tlr1*, *Tlr2*, *Tlr4*, *Tlr6*, *Tlr7*, *Tlr8*, *Tlr13*, *Irf5*, and *Irf8* were significantly down-regulated, while *Tlr5* was markedly up-regulated by luteolin (Figure 4B and Table S4). 

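The Toll-like receptor genes that sense bacterial lipids and microbial RNA rose with the HFD and fell with luteolin. Tlr13, a sensor of bacterial RNA in macrophages, rose 5.01-fold with the HFD (log2 signal 8.07 ± 0.15 in ND, 10.39 ± 0.23 in HFD and 9.48 ± 0.15 in LU, SD, n = 3 arrays) and fell by 0.92 with luteolin (standard error 0.11, adjusted p = 0.00016). Tlr8 and Tlr7, sensors of single-stranded RNA, rose by 1.14 and 0.83 and then fell by 0.78 (standard error 0.08, adjusted p = 7e-05) and 0.69 (standard error 0.07, adjusted p = 6.6e-05). Tlr2, the receptor of bacterial lipoproteins, rose by 0.73 and fell by 0.50 (standard error 0.05, adjusted p = 8.3e-05), and Irf5, a transcription factor of inflammatory macrophages, rose by 1.14 and fell by 0.50. Tlr5, the receptor of bacterial flagellin, was at 0.06 in HFD against ND (adjusted p = 0.52) and rose by 0.26 with luteolin (standard error 0.07, adjusted p = 0.014).
All 9 genes of the group without Tlr5 were higher in HFD than in ND (median 0.93, adjusted p = 4.8e-07, and adjusted p = 0.16 with an estimated correlation) and lower in LU than in HFD (median -0.50, adjusted p = 1.1e-06, and adjusted p = 0.13 with an estimated correlation), also when adjusted over the list alone. The paper picked this list on these samples, so it is not independent evidence. The rise of Tlr4, the receptor of lipopolysaccharide, with the HFD was 0.20 (adjusted p = 0.041) and its call ended without any 1 of ND replicates 1 and 3, HFD replicates 1 and 2 and LU replicates 2 and 3 (0.14 to 0.22), while its fall by 0.49 with luteolin did not depend on 1 array. The fall of Irf8 in LU (-0.33, adjusted p = 0.022) ended without any 1 of HFD replicates 1 and 2 and LU replicates 1 and 3 (-0.35 to -0.27), and the rise of Tlr5 in LU without HFD replicate 1 or LU replicate 1 (0.22 to 0.24, adjusted p = 0.06).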

The expression of most of the genes in the CD antigen family was up-regulated by the HFD, including *Cd6*, *Cd9*, *Cd14*, *Cd22*, *Cd33*, *Cd37*, *Cd40*, *Cd44*, *Cd52*, *Cd53*, *Cd68*, *Cd72*, *Cd74*, *Cd83*, *Cd84*, *Cd86*, *Cd93*, *Cd180*, *Cd248*, and *Cd276*, whereas these genes were down-regulated by luteolin treatment (Figure 4B and Table S5). 

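Most of the measured genes of CD antigens were higher in HFD than in ND and lower in LU than in HFD. Cd84, an adhesion receptor of leukocytes, rose 4.77-fold with the HFD (log2 signal 9.61 ± 0.21 in ND, 11.87 ± 0.18 in HFD and 10.98 ± 0.04 in LU, SD, n = 3 arrays) and fell by 0.89 with luteolin (standard error 0.10, adjusted p = 0.00011). Cd44, the receptor of the matrix sugar hyaluronan, rose 3.41-fold and fell by 1.04 (standard error 0.08, adjusted p = 1.6e-05). Cd72, an inhibitory receptor of B cells and macrophages, rose 4.12-fold and fell by 0.76 (standard error 0.10, adjusted p = 0.00029), and Cd180, a partner of the Toll-like receptors, rose by 1.61 and fell by 0.82.
Of 19 measured genes, 17 were higher in HFD than in ND (median 0.56, or 1.12 after background correction, adjusted p = 6.4e-09, and adjusted p = 0.18 with an estimated correlation). Cd14, the co-receptor of lipopolysaccharide, was at 0.14 (adjusted p = 0.22) and Cd33 at 0.01 (adjusted p = 0.9). In LU 17 were lower than in HFD, and 18 when adjusted over the list alone (median -0.60, adjusted p = 1.4e-09, and adjusted p = 0.15 with an estimated correlation). Cd40 was at -0.24 (adjusted p = 0.065) and Cd93 at -0.06 (adjusted p = 0.49). The list was chosen on these samples and is not independent evidence. Calls that ended without 1 array were that of Cd248 in HFD (0.25, adjusted p = 0.033), without ND replicate 3, HFD replicate 1 or HFD replicate 2 (0.17 to 0.22), and that of Cd22 in LU (-0.20, adjusted p = 0.039), without HFD replicates 1 or 2 or any LU replicate (-0.23 to -0.18).
Markers of lipid-associated macrophages, the foamy cells of obese fat, moved with the CD antigens, and Cd9 and Cd84 belong to both lists. Of 18 such markers, 16 were higher and 1 was lower in HFD than in ND, at a median of 0.97 that becomes 0.90 with genes not above background at their bound (adjusted p = 4.8e-10, and adjusted p = 0.14 with an estimated correlation). Trem2, their lipid receptor, rose 12.8-fold and Gpnmb, a glycoprotein of phagocytes, 11.5-fold. In LU 11 were lower and 2 higher than in HFD, 12 and 2 when adjusted over the list alone (median -0.30, adjusted p = 0.00015, and adjusted p = 0.17 with an estimated correlation), with Trem2 at -0.80 and Gpnmb at -0.56.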

Expression levels of the M2 macrophage markers *Cd163*, *Cd209a*, and *Cd209b* were decreased by the HFD and further down-regulated by luteolin. 

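The 3 genes of anti-inflammatory macrophages were lowest in the LU group. Cd209b, a lectin receptor of tissue macrophages, had a log2 signal of 10.49 ± 0.18 in ND, 9.87 ± 0.08 in HFD and 9.06 ± 0.08 in LU (SD, n = 3 arrays), a fall by 0.63 with the HFD (adjusted p = 7.5e-05) and a further fall by 0.80 with luteolin (standard error 0.08, adjusted p = 6.1e-05). Cd163, the scavenger receptor of hemoglobin, fell by 0.54 (adjusted p = 0.00061) and then by 0.37 (standard error 0.09, adjusted p = 0.011). Cd209a, another lectin, fell by 0.21 (adjusted p = 0.014) and then by 0.39 (standard error 0.06, adjusted p = 0.00051). As a list the 3 genes passed in LU against HFD (adjusted p = 0.0048, and adjusted p = 0.13 with an estimated correlation) and not in HFD against ND (adjusted p = 0.052). They were chosen on these samples and are not independent evidence as a list. The fall of Cd209a in HFD ended without ND replicate 3 or HFD replicate 2 (-0.17 both times), and the fall of Cd163 in LU without LU replicate 2 (-0.34, adjusted p = 0.051).
A wider list of 20 markers of resident macrophages, which holds these 3 genes, went the same way in LU. Of these, 15 were lower in LU than in HFD and 17 when adjusted over the list alone, at a median of -0.58 (adjusted p = 3.4e-09, and adjusted p = 0.026 with an estimated correlation). Lyve1, a hyaluronan receptor of resident macrophages and lymphatic vessels, fell by 1.32 (standard error 0.07, adjusted p = 1e-06), Folr2, a folate receptor, by 1.05 (standard error 0.09, adjusted p = 3.3e-05), and the lectins Cd209f and Cd209d by 0.86 and 0.64. In HFD against ND 6 of the 20 were higher and 10 lower, at a median of -0.18 (adjusted p = 0.42). Folr2 was among those that rose, by 0.57, and Lyve1 fell by 0.39.

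**Figure D2:**
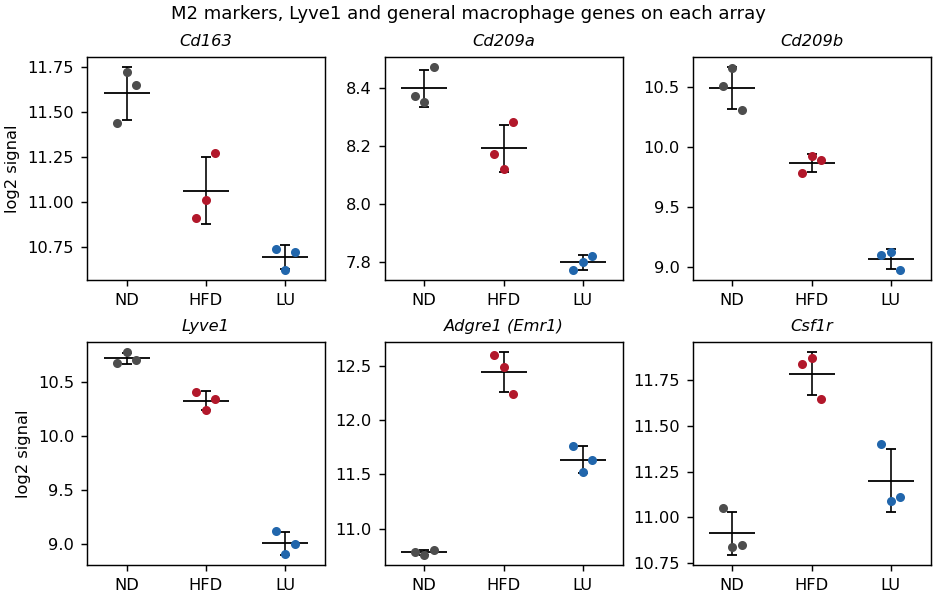
Log2 signal per array of Cd163, Cd209a, Cd209b and Lyve1, and of the general macrophage genes Adgre1 and Csf1r, in ND, HFD and LU. Points are arrays, and bars are the group mean ± SD (n = 3).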

Interestingly, *Cd36* gene expression, which is responsible for lipid uptake, was increased by luteolin treatment.

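Cd36, the membrane transporter of long-chain fatty acids in adipocytes and macrophages, was higher in the LU group than in both other groups. Its log2 signal was 8.89 ± 0.09 in ND, 8.96 ± 0.12 in HFD and 9.57 ± 0.05 in LU (SD, n = 3 arrays), which is 1.53-fold higher in LU than in HFD (log2 fold change 0.62, standard error 0.07, adjusted p = 9.4e-05). In HFD against ND it was at 0.06 (standard error 0.07, adjusted p = 0.51). The background level, 7.79 to 7.83 on the log2 scale, stays in this dim signal and can compress its changes. After background correction the log2 fold change of Cd36 in LU against HFD was 0.83. Dgat1, which makes triacylglycerol from these fatty acids, fell by 0.45 with the HFD (adjusted p = 0.00072) and rose by 0.51 with luteolin (standard error 0.08, adjusted p = 0.00062).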

Next, we examined the levels of many key fibrotic genes such as adipose tissue-expressed collagen, ECM, and cathepsin family genes during HFD-induced inflammation. The mRNA levels of collagen-related genes that were up-regulated by the HFD, including *Col1a1*, *Col1a2*, *Col3a1*, *Col4a2*, *Col4a5*, *Col5a2*, *Col6a1*, *Col6a2*, *Col6a3*, *Col8a1*, *Col9a3*, *Col12a1*, *Col14a1*, and *Col16a1*, were down-regulated by luteolin (Figure 4B and Table S6). In particular, luteolin treatment lowered the expression of ECM genes, including *Lum*, *Mmp2*, *Mmp3*, *Mmp12*, *Mmp13*, *Tgfb1*, and *Tgfbi* (Figure 4B and Table S7), and cathepsin genes (*Ctsa*, *Ctsc*, *Ctsd*, *Ctsk*, *Ctsl*, and *Ctss*; Figure 4B and Table S8) that were up-regulated by the HFD.

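The fibrillar collagens of scar tissue rose with the HFD and fell with luteolin. Col3a1 had a log2 signal of 10.35 ± 0.21 in ND, 11.75 ± 0.10 in HFD and 10.97 ± 0.09 in LU (SD, n = 3 arrays), a 2.64-fold rise and then a fall by 0.78 (standard error 0.09, adjusted p = 0.00013). Col1a1, the main collagen of skin and bone, rose by 1.02 and fell by 0.69 (standard error 0.10, adjusted p = 0.00033), and Col1a2 rose by 0.48 and fell by 0.53 (standard error 0.07, adjusted p = 0.00023). Col14a1, which binds collagen fibrils, fell by 0.72 in LU (adjusted p = 6.8e-05) and was at 0.10 in HFD against ND (adjusted p = 0.35).
Of 12 measured collagen genes, 11 were higher in HFD than in ND, at a median of 0.65 that becomes 0.59 with the gene not above background in ND at its bound (adjusted p = 6.1e-06, and adjusted p = 0.17 with an estimated correlation). In LU 8 were lower than in HFD, also in the list alone (median -0.47, adjusted p = 9.3e-05, and adjusted p = 0.16 with an estimated correlation). The 4 that did not pass were Col6a1 at -0.15 (adjusted p = 0.22), Col6a2 at -0.26 (adjusted p = 0.12), Col9a3 at -0.03 (adjusted p = 0.82) and Col16a1 at 0.09 (adjusted p = 0.66). Col6a3 and Col12a1 have no named probe here. The list was chosen on these samples and is not independent evidence. The fall of Col4a2 in LU (-0.26, adjusted p = 0.023) ended without any 1 of HFD replicates 2 and 3 and LU replicates 1 and 2 (-0.27 to -0.21), and the rise of Col4a5 in HFD (0.34, adjusted p = 0.027) without HFD replicate 1 or 2 (0.32 to 0.33). A wider list of 18 fibrillar and network collagens had 13 members higher in HFD (adjusted p = 7.9e-05, and adjusted p = 0.26 with an estimated correlation) and 9 lower in LU, 10 when adjusted over the list alone (in LU adjusted p = 0.00013, and adjusted p = 0.22 with an estimated correlation).
Fibroblast and adipocyte progenitor markers, which hold Col6a1 as well, moved with the collagens in LU. Of 15 markers, 8 were lower in LU than in HFD, 9 when adjusted over the list alone (median -0.24, adjusted p = 0.00015, and adjusted p = 0.13 with an estimated correlation), with Mfap4, a microfibril protein, at -0.56 and Pcolce, an enhancer of collagen maturation, at -0.74. In HFD against ND 6 were higher and 4 lower (median 0.16, adjusted p = 0.3).

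**Figure D3:**
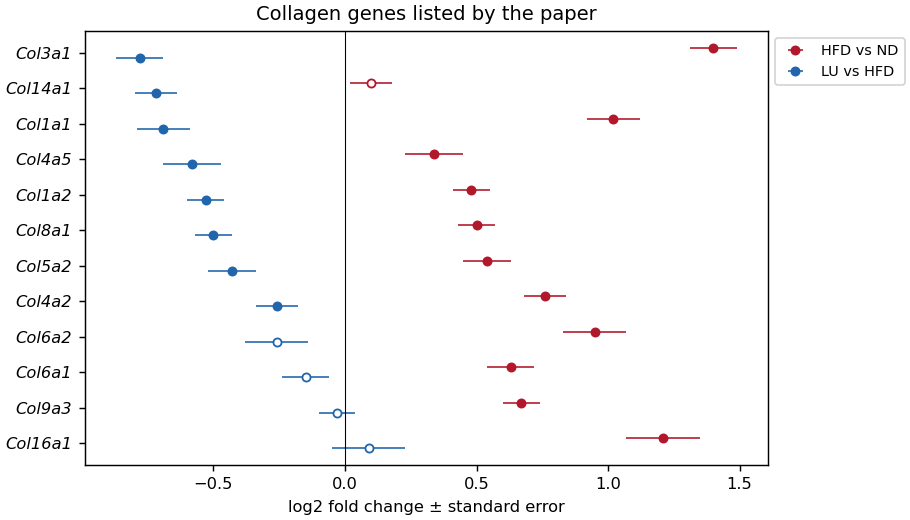
Log2 fold change of each measured collagen gene in HFD against ND and in LU against HFD, with standard errors as bars. Filled points passed at an adjusted p under 0.05 and open points did not.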

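Genes of matrix proteases and of matrix proteins rose with the HFD and fell with luteolin. Mmp12, the elastase of macrophages, rose 15.1-fold with the HFD (log2 signal 9.02 ± 0.21 in ND, 12.94 ± 0.26 in HFD and 12.32 ± 0.19 in LU, SD, n = 3 arrays) and fell by 0.62 with luteolin (standard error 0.13, adjusted p = 0.0044). Lum, a proteoglycan that orders collagen fibrils, rose 2.21-fold and fell by 1.25 (standard error 0.14, adjusted p = 8.1e-05). Mmp3, the protease stromelysin, rose by 0.69 and fell by 0.79 (standard error 0.07, adjusted p = 3.9e-05), and Mmp2, a gelatinase, rose by 0.89 and fell by 0.74. All 7 genes of this group were higher in HFD (median 0.89, adjusted p = 5.4e-05, and adjusted p = 0.16 with an estimated correlation) and lower in LU (median -0.65, adjusted p = 1.9e-05, and adjusted p = 0.13 with an estimated correlation). The fall of Mmp13 in LU (-0.49, adjusted p = 0.014) ended without HFD replicate 1, HFD replicate 2 or LU replicate 2 (-0.44 to -0.40). Of 22 other matrix glycoproteins and crosslinking enzymes, a list that shares Lum, 11 were higher and 1 lower in HFD (adjusted p = 0.014, and adjusted p = 0.21 with an estimated correlation), and 12 were lower and 1 higher in LU, 15 and 1 when adjusted over the list alone (adjusted p = 4.4e-05, and adjusted p = 0.13 with an estimated correlation). Fibronectin (Fn1) and Fbln1, which anchor cells to the matrix, each fell by 0.87 in LU.
Of the cathepsins, the proteases of lysosomes, Ctsk rose by 2.20 with the HFD and fell by 0.83 with luteolin (standard error 0.10, adjusted p = 0.00014), and Ctss rose 3.73-fold and fell by 0.50 (standard error 0.11, adjusted p = 0.0047). Ctsa rose by 1.26 and fell by 0.59. All 6 were higher in HFD (median 1.06, adjusted p = 6.8e-05, and adjusted p = 0.14 with an estimated correlation) and 5 were lower in LU (median -0.54, adjusted p = 0.00065, and adjusted p = 0.13 with an estimated correlation), where Ctsd was at -0.03 (adjusted p = 0.73). Both lists have the same counts when adjusted over the list alone, and both were chosen on these samples, so neither is independent evidence. The rise of Ctsc in HFD (0.23, adjusted p = 0.02) ended without ND replicate 2 or HFD replicate 2 (0.16 to 0.20). Of 24 lysosome genes, which hold 5 of these cathepsins, 21 were higher in HFD (median 0.65, adjusted p = 3.1e-10, and adjusted p = 0.14 with an estimated correlation) and 12 lower in LU, 13 when adjusted over the list alone (median -0.19, adjusted p = 5.2e-05, and adjusted p = 0.16 with an estimated correlation).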

Moreover, pathway analysis using the KEGG mapper revealed that the TLR signaling pathway was the major pathway altered in response to luteolin treatment during the development of obesity and its complications (Figure 5). Overall, the expression of genes involved in the TLR signaling pathway was up-regulated by the HFD and down-regulated by luteolin. 

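Some receptors and some products of the TLR signaling pathway rose with the HFD and fell with luteolin. At the membrane, Tlr1, which pairs with Tlr2, was at least 2.07-fold higher in HFD than in ND and fell by 0.35 with luteolin (standard error 0.06, adjusted p = 0.0011), and Tlr6 rose by 0.68 and fell by 0.29. Among the products, the chemokine Ccl4 rose by 1.06 and fell by 0.65 (standard error 0.07, adjusted p = 5.5e-05), and Fos, a subunit of the transcription factor AP-1, rose with the HFD (adjusted p = 3.7e-07) and fell by 0.66 with luteolin (standard error 0.10, adjusted p = 0.00074). Of 56 measured genes of the pathway, 27 were higher and 9 lower in HFD than in ND, 29 and 10 when adjusted over the list alone (median 0.19, or 0.17 with genes not above background at their bound, adjusted p = 0.0015, and adjusted p = 0.17 with an estimated correlation). In LU 5 were higher and 19 lower than in HFD, 5 and 20 when adjusted over the list alone (median -0.08, adjusted p = 0.002, and adjusted p = 0.15 with an estimated correlation). Of the pathway genes, 17 were raised by the HFD and lower in LU, among them Tlr1, Tlr2, Tlr6, Tlr7 and Tlr8, the adaptor Ticam2, Fos, Irf5, Cd86, Ctsk and the chemokines Ccl3, Ccl4 and Ccl5. The 3 that were lowered by the HFD and higher in LU were the kinases Mapk12 and Irak1 and the chemokine Cxcl9. The call of Irak1 in LU (0.18, adjusted p = 0.039) ended without any 1 of HFD replicates 1 and 2 and LU replicates 1, 2 and 3 (0.14 to 0.19), and that of Cxcl9 without HFD replicate 1 or LU replicate 1 or 2 (0.26 to 0.28).
The 37 pathway genes outside the gene lists taken from the paper's text, which still include Map2k4, Mapk8, Mapk14 and Akt2, had 13 higher and 6 lower members in HFD (median 0.05, camera p = 0.12) and 2 higher and 6 lower in LU (median -0.03, camera p = 0.17). The paper named the genes left out as changed on these samples, so leaving them out favors a small change in the rest. These p-values therefore cannot decide whether the pathway moved. Among 25 pathway lists, ordered by camera p, the TLR pathway came 12th for LU against HFD and 8th for HFD against ND. From pathway analysis with the KEGG mapper (Fig. 5), which is a different measure, the paper states that TLR signaling was the major pathway that luteolin altered.

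**Figure D4:**
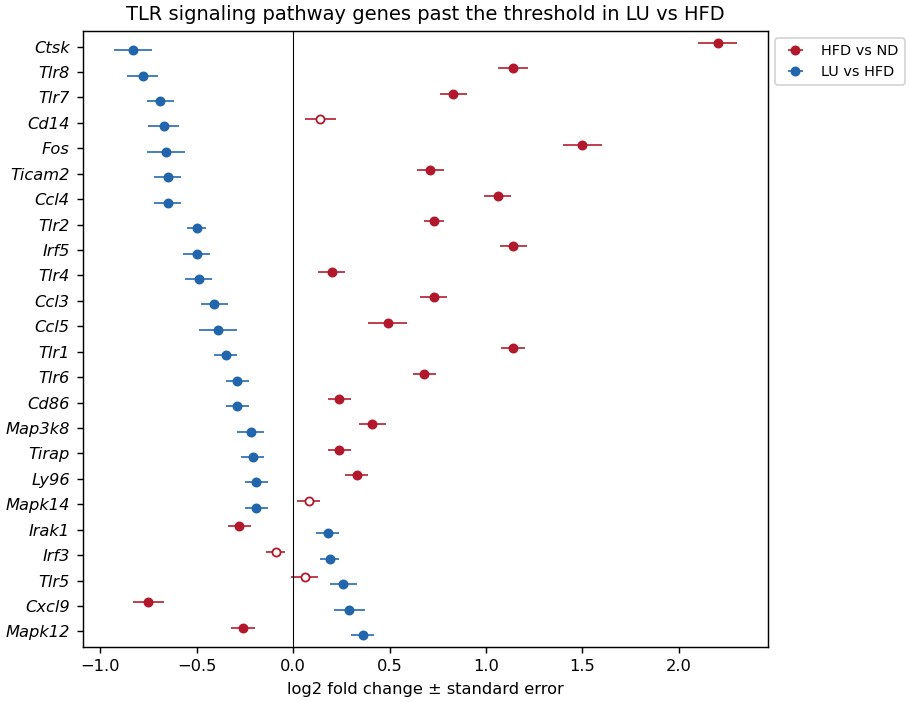
Log2 fold change in HFD against ND and in LU against HFD of the TLR pathway genes that passed in LU against HFD, with standard errors as bars. Filled points passed in the comparison shown and open points did not.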

Interestingly, the expression of *Tlr5*, *Mkk4/7*, *p38*, *Jnk*, and *Mig* in the TLR signaling pathway was up-regulated by luteolin but down-regulated by the HFD. 

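Of the genes on the branch from Tlr5 to Cxcl9 (Mig), Mapk12, a p38 kinase of muscle and fat, changed in both comparisons. Its log2 signal was 9.29 ± 0.09 in ND, 9.02 ± 0.08 in HFD and 9.39 ± 0.05 in LU (SD, n = 3 arrays), a fall by 0.26 with the HFD (standard error 0.06, adjusted p = 0.0054) and a rise by 0.36 with luteolin (standard error 0.06, adjusted p = 0.0013). Mapk9, a Jun kinase, fell by 0.25 with the HFD (adjusted p = 0.0023) and was at 0.10 in LU against HFD (standard error 0.05, adjusted p = 0.2). Mapk8ip1, the scaffold protein of the Jun kinases, fell by 0.30 with the HFD (adjusted p = 0.013) and was at 0.17 in LU against HFD (standard error 0.08, adjusted p = 0.16). Of the other kinases, Mapk8 was at -0.13 in HFD against ND (adjusted p = 0.093) and 0.13 in LU against HFD (adjusted p = 0.11). Map2k4 (Mkk4), which activates the Jun kinases, rose by 0.23 with the HFD (adjusted p = 0.014) and was at -0.03 in LU against HFD (adjusted p = 0.8). Mapk14, the p38 kinase of most cells, was at 0.08 in HFD against ND (adjusted p = 0.33) and -0.19 in LU against HFD (adjusted p = 0.028). Map2k7, one of the Mkk4/7 kinases, has no named probe here, and Mapk13 was detected on too few arrays. Of the 5 measured genes that the paper places on this branch, Tlr5, Mapk9, Mapk12, Mapk8ip1 and Cxcl9, 4 were lower in HFD (list adjusted p = 0.07) and 3 higher in LU (median 0.26, adjusted p = 0.032, and adjusted p = 0.15 with an estimated correlation). The counts are the same when adjusted over the list alone, which was chosen on these samples and is not independent evidence. The fall of Mapk9 in HFD ended with the mean of its probes (-0.03), and that of Mapk8ip1 without ND replicate 3 or HFD replicate 2 (-0.25 to -0.23). The rise of Map2k4 in HFD ended without HFD replicate 2 (0.19), and the fall of Mapk14 in LU without any 1 of HFD replicates 1 and 2 and LU replicates 1, 2 and 3 (-0.20 to -0.15).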

In our previous study, we analyzed time-course microarray data of the adipose tissue in DIO mice to elucidate the mechanisms underlying DIO development [18] and found that *Tlr5*, *Map2k7* (Mkk4/7), *Mapk12* and *13*(p38), *Mapk9*, *Mapk8ip1* (Jnk), and *Cxcl9* (Mig) expression was consistently down-regulated by the HFD at most time points except at the early stage (between weeks 2 and 4 of DIO development) (Figure S1). These results are consistent with the changes detected in TLR-related genes in the adipose tissue of HFD-fed mice in the present study.

### 3.5. Luteolin Normalized Epididymal WAT Depot Genes Altered by Advanced Age and Diet-Induced Obesity

In our previous study, we reported that 14 adipocyte genes (*Ccl7*, *Emr1*, *Evi2a*, *Gusb*, *H2-DMb2*, *Lcp1*, *LOC100041137*, *Ly9*, *Ptpre*, *Rgs1*, *sc1000528.1_16*, *Sirpa*, *Sfrp5*, and *Acacb*) were associated with both advanced age and diet-induced obesity. In line with our previous study, among these genes, *Ccl7*, *Emr1*, *Evi2a*, *Gusb*, *H2-DMb2*, *Lcp1*, *LOC100041137*, *Ly9*, *Rgs1*, and *Sirpa* expression levels were positively correlated with body weight, while the Acacb expression level was negatively correlated with body weight in the present study (Figure 6A). Accordingly, luteolin normalized the expression of these 11 genes altered by the HFD and aging (Figure 6B).

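The genes that follow obesity and age, each read from its brightest probe, moved back toward the ND level with luteolin without reaching it. Rgs1, a brake on chemokine receptor signaling in leukocytes, was 12.0-fold higher in HFD than in ND (log2 signal 8.31 ± 0.12 in ND, 11.89 ± 0.25 in HFD and 10.75 ± 0.14 in LU, SD, n = 3 arrays), fell by 1.14 with luteolin (standard error 0.11, adjusted p = 5e-05) and remained 5.44-fold above ND. Lcp1, an actin-bundling protein of leukocytes, rose by 1.65 and fell by 0.90 (standard error 0.11, adjusted p = 0.00014). Evi2a, a membrane protein of leukocytes, rose by 1.56 and fell by 0.68 (standard error 0.13, adjusted p = 0.0018). Gusb, a lysosomal enzyme, rose by 1.26 and fell by 0.42, and Ly9 and Sirpa, receptors of leukocytes and macrophages, each fell by 0.46 after rises by 1.28 and 1.22. Acacb, the acetyl-CoA carboxylase that restrains fatty acid oxidation, went the other way, with a fall by 1.35 in HFD and a rise by 0.60 in LU (standard error 0.14, adjusted p = 0.0071).
All 10 measured genes passed in both comparisons in opposite directions, 9 lower and Acacb higher in LU, also when adjusted over the list alone. The LOC gene of this set has no named probe here. In LU a median of 44% of the HFD rise of the 9 raised genes was taken back, from 32% for Rgs1 to 63% for Ccl7. The median was 40% for all 232 genes that the HFD raised at least by 1 on the log2 scale. The HFD arrays enter both comparisons, so their noise can enlarge these shares. LU mice were also lighter than HFD mice, and the paper reports that these genes correlate with body weight. A direct effect of luteolin and the lower weight cannot be told apart here. By their brightest probes, all 9 were still higher in LU than in ND (median 0.81, adjusted p = 7.3e-07, and adjusted p = 0.31 with an estimated correlation), and Acacb was at -0.75 against ND. As a list, the 9 had a median of 1.28 in HFD against ND (adjusted p = 1.8e-08, and adjusted p = 0.16 with an estimated correlation) and -0.68 in LU against HFD (adjusted p = 1.1e-06, and adjusted p = 0.15 with an estimated correlation). They were chosen on earlier and on these samples, so the list is not independent evidence. Several, such as Adgre1 and H2-DMb2, also mark macrophages or antigen-presenting cells.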

## 4. Discussions and Conclusions

In the current study, we evaluated the protective role of luteolin on inflammation-mediated metabolic diseases, focusing on its role in modulating the TLR-signaling-pathway-triggered up-regulation of pro-inflammatory cytokines.

Excessive adipose tissue is linked with increased angiogenesis, macrophage infiltration, production of ECM components, and the production and release of several inflammatory mediators, which cause a state of chronic low-grade inflammation and promote obesity-linked metabolic disorders such as IR [19,20]. In this study, HFD led to the dysregulation of pro- and anti-inflammatory cytokines/adipokines, macrophage infiltration, and ECM accumulation. Luteolin treatment significantly lowered the plasma levels of pro-inflammatory adipokines (leptin and resistin) and cytokines (TNF-α, MCP-1, IL-6, MIP-1β, PAI-1, and adipsin), and increased the anti-inflammatory cytokine adiponectin level, thereby improving adipokine dysregulation coupled with adiposity. In particular, luteolin dramatically lowered the plasma sCD163 level, which is an important marker of macrophage activation [21,22,23,24], with a simultaneous decrease in the expression levels of monocyte/macrophage markers (*Cd68*, *Ccl2*, *Emr1*, *Csf1r*, and *Saa3*) in adipocytes; this, in turn, induced a significant decrease in hepatic and adipocyte macrophage infiltration and accumulation as evidenced by immunohistochemical staining of CD68 and MCP-1.

Oligonucleotide microarray profiling also revealed that luteolin treatment down-regulated the expression of adipocyte genes involved in inflammation compared with the effects of the HFD. Luteolin markedly decreased the mRNA expression levels of pro-inflammatory chemokines, interleukins, and cytokines along with their upstream signaling pathway genes such as TLRs, CDs, and IRFs, including *Tlr4*, *Cd14*, and *Irf5*, all of which are used as markers of visceral adipose tissue inflammation and linked with obesity and/or IR [18,25]. Furthermore, among the pro-inflammatory genes that were down-regulated by luteolin treatment, *Emr1* and *Ccl7* are associated with advanced age as well as obesity-related inflammation. Adipocyte *Emr1* and *Ccl7* mRNA expression levels increased with advancing age in the normal diet group and were further up-regulated when given the HFD; however, luteolin decreased the *Emr1* and *Ccl7* mRNA expression levels in proportion to body weight compared with the levels in the HFD group. Thus, the *Emr1* and *Ccl7* genes could be targets for ameliorating the deleterious effects of the obesity-induced inflammation response since these genes are not only very sensitive to body weight but also important factors inducing chronic low-grade inflammation. It is plausible that luteolin prevented adipose tissue expansion, the concomitant activation of TLR-mediated inflammatory signaling cascades, and induction of CD antigens. Luteolin consequently decreased the expression levels of pro-inflammatory cytokines, chemokines, and interleukins, thereby ameliorating the chronic low-grade inflammation in DIO mice. Interestingly, luteolin treatment led to an increase in the expression of *Tlr5* (TLR5), *Map2k7* (MKK7), *Mapk12* and *Mapk13* (p38), and *Mapk9* (JNK) genes, although it decreased the overall expression of genes involved in the TLR signaling pathway, suggested as a major pathway in response to luteolin treatment; these gene expression patterns were reversed by the HFD. Previous studies have indicated a positive role for p38, MKK, and JNK in inducing adipogenesis [26,27,28]. Our previous study suggested that an HFD decreased FA synthesis as well as FA oxidation due to the adaptation to overnutrition, and luteolin activated adipocyte lipogenesis to protect other organs from ectopic fat accumulation and, consequently, from lipotoxicity [29]. Moreover, Vijay-Kumar et al. [30] reported that Tlr5^−/−^ mice exhibit hyperphagia and develop hallmark features of metabolic syndrome, including dyslipidemia and IR. Therefore, our present observation suggests that p38, MKK, and JNK could be associated with lipogenesis rather than inflammation in the TLR signaling pathway, and that *Tlr5* may be a key transcription factor for luteolin-mediated lipotoxicity protection.

The anti-inflammatory effects coupled with the decrease in adiposity conferred by luteolin were strongly linked to the improvement of fibrosis in the adipose tissue as evidenced by the results of Masson’s trichrome staining. Fibrosis, attributed to the excessive deposition of ECM proteins, including collagen, is a ubiquitous tissue response to chronic inflammation [18,31]. Furthermore, cathepsin family members are involved in the remodeling of ECM proteins, and have been implicated in various ECM-related disorders such as fibrosis [3,4,5,6,7,32]. In this study, luteolin treatment down-regulated collagen mRNA levels, which may trigger the reduction in the expression of cathepsin family proteins and ECM accumulation to ultimately lead to the attenuation of fibrosis, which was evident in diet-induced obesity. Luteolin also increased the activities of hepatic-hydrogen-peroxide-detoxifying enzymes (catalase and GPx), resulting in reduced hepatic mitochondrial H_2_O_2_ and TBARS levels, which reflects improved hepatic lipotoxicity along with reduced plasma GOT and GPT levels. The inflammatory response is complex and often involves reactive oxygen species (ROS) such as H_2_O_2_ [33]. ROS-induced oxidative stress results in dysregulated pro-inflammatory cytokine production, which triggers the fibrogenesis signaling pathways and subsequently promotes the progression of steatosis to nonalcoholic steatohepatitis [34]. Thus, a luteolin-induced decrease in macrophage infiltration and ECM accumulation in the adipose tissue and a decrease in hepatic oxidative stress would be expected to improve chronic low-grade inflammation via the interplay between liver and adipose tissue, eventually improving fibrosis.

The improved chronic low-grade inflammation by luteolin through modulation of the TLR signaling pathway was likely associated with a normalization of pancreatic beta-cell mass and insulin levels, leading to the prevention of IR. IR is always associated with inflammation with regard to adiposopathy. Adipokine/cytokine dysregulation caused by adiposopathy impairs insulin secretion and action in pancreatic beta-cells and induces global IR [35]. Moreover, in conditions of adiposopathy, ROS produce significant amounts of inflammatory cytokines and angiogenic factors to inhibit the production of adiponectin by white adipocytes; thus, the adipose tissue cannot store the surplus of FFAs, further contributing to the development of IR [36]. Expansion of pancreatic beta-cell mass can also result in IR by increasing proliferation and hypertrophy, as well as the amount of insulin secretion per beta-cell to compensate for insulin desensitizing [37]. FFAs are an important link between adiposopathy and IR by acting as insulin secretagogues in islet beta-cells and inducing lipotoxicity. As mentioned above, luteolin protected against hepatic and pancreatic lipotoxicity via increasing FA uptake, lipogenesis, and FA oxidation in the adipose tissue with high capacity for the detoxification of FA. In addition, increases in p38-, MKK-, and JNK-mediated lipogenesis by luteolin on the TLR signaling pathway can be partially affected by the increased *Tlr5* expression. Moreover, luteolin significantly increased the plasma GLP-1 level but decreased the plasma GIP level compared with the HFD, leading to amelioration of IR. The two incretin hormones GLP-1 and GIP have dissimilar metabolic effects, with GLP-1 being more favorable for glucose and lipid homeostasis, as GLP-1 inhibits glucagon, increases insulin sensitivity and action, and has an anti-inflammatory effect in the liver against steatosis [38]. In contrast, GIP is involved in energy storage and fat deposition, which promotes obesity-induced IR development [38,39].

In summary, the data obtained from our animal study indicate that luteolin can suppress diet-induced obesity and modulate obesity-associated metabolic disorders. Luteolin decreased adipokine/cytokine dysregulation, macrophage infiltration, and ECM accumulation in the adipose tissue through modulating the TLR signaling pathway, and reduced excessive ROS production via an increase in hepatic antioxidant capacity. Luteolin improved and normalized pancreatic islet dysfunction by differentially regulating plasma GLP-1 and GIP, which contributes to improvement of lipotoxicity, fibrosis, and IR. The noticeable improvement in lipotoxicity by luteolin is linked with increased adipocyte lipogenesis mediated via p38, MKK, and JNK; *Tlr5* is a possible key transcription factor for preventing lipotoxicity, although this observation requires additional experiments for verification. Figure 7 illustrates the possible mechanisms of the effects of luteolin on hepatic and adipocyte fibrosis and IR. Taken together, the present findings suggest that luteolin ameliorates the deleterious effects of diet-induced obesity and its metabolic complications such as adiposopathy, fibrosis, and IR.

## Figures and Tables

**Figure 1:**
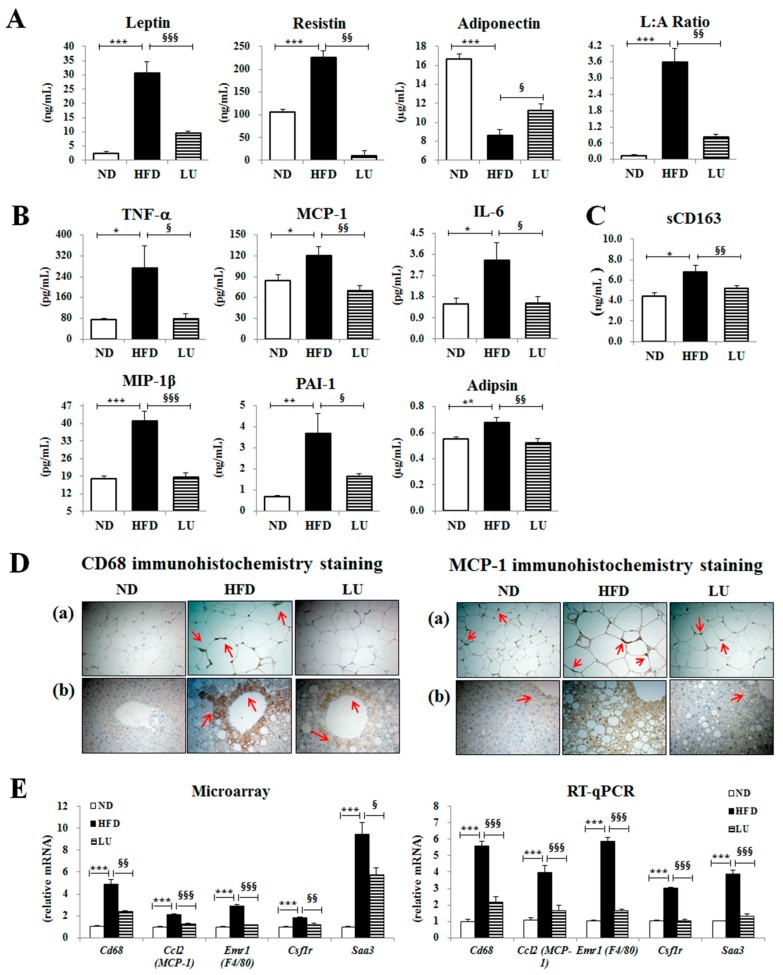
Effect of luteolin treatment for 16 weeks on the plasma adipokine/cytokine levels and macrophage-related markers in C57BL/6J mice fed the high-fat diet. (**A**) Levels of plasma adipokine leptin, resistin, and adiponectin, and the leptin/adiponectin ratio (L:A ratio). (**B**) Levels of plasma cytokines, TNF-α, MCP-1, IL-6, MIP-1β, PAI-1, and adipsin. (**C**) Plasma level of the macrophage low-grade inflammation marker sCD163. (**D**) Immunohistochemistry staining for CD68 and MCP-1 of epididymal and liver sections (200× magnification). (**E**) Adipocyte gene expression levels of *Cd68*, *Ccl2*, *Emr1*, *Csf1r*, and *Saa3*. Data are shown as means ± SEM. ND vs HFD: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. HFD vs LU: ^§^ *p* < 0.05, ^§§^ *p* < 0.01, ^§§§^ *p* < 0.001, ND, normal diet, HFD, high-fat diet, LU, Luteolin.

**Figure 2:**
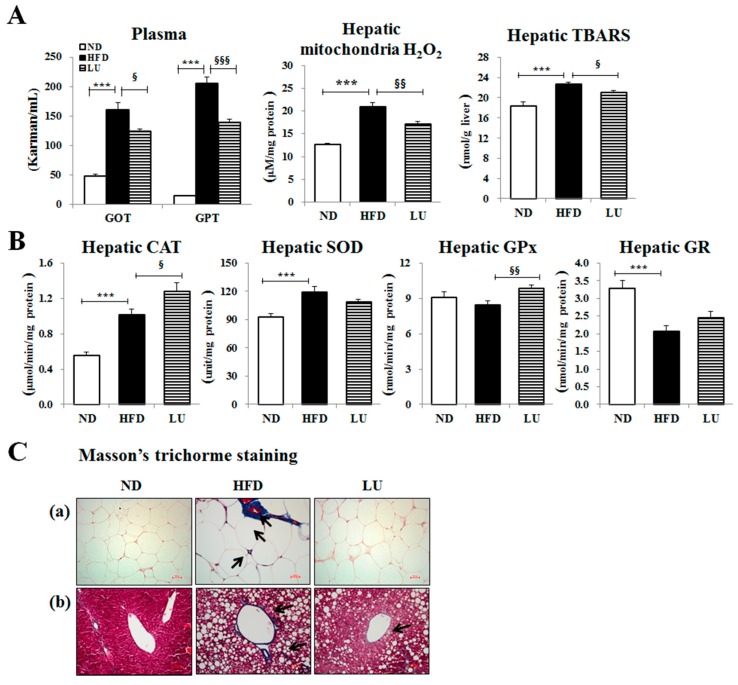
Effect of luteolin treatment for 16 weeks on hepatic lipotoxicity markers and antioxidant enzyme activities, and Masson’s trichrome staining of hepatic and adipose tissues in C57BL/6J mice fed the high-fat diet. (**A**) Plasma levels of the hepatic lipotoxicity markers GOT and GPT and the levels of hepatic mitochondrial H_2_O_2_ and TBARS. (**B**) Activities of the hepatic antioxidant enzymes CAT, SOD, GPx, and GR. (**C**) Masson’s trichrome staining of transverse liver and epididymal sections (200× magnification). Data are shown as means ± SEM. ND vs HFD: * *p* < 0.05, ** *p* <0.01, *** *p* < 0.001. HFD vs LU: ^§^ *p* < 0.05, ^§§^ *p* < 0.01, ^§§§^ *p* < 0.001.

**Figure 3:**
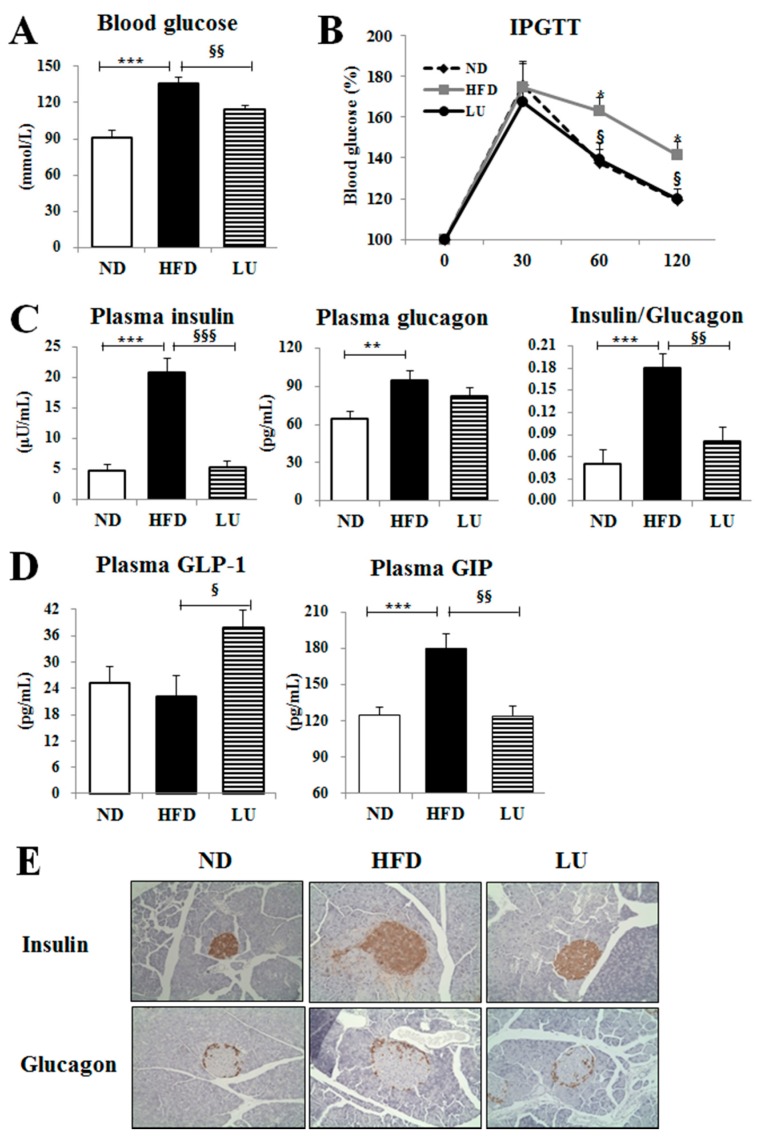
Effect of luteolin treatment for 16 weeks on insulin resistance (IR)-related markers, and immunohistochemistry staining of pancreatic insulin and glucagon in C57BL/6J mice fed the high-fat diet. (**A**) Blood glucose levels after 12 h of fasting. (**B**) IPGTT after 12 h of fasting. (**C**) Plasma levels of insulin and glucagon, and ratio of insulin and glucagon. (**D**) The plasma levels of incretin hormones GLP-1 and GIP. (**E**) Immunohistochemistry staining for insulin and glucagon of the pancreas (200× magnification). Data are shown as means ± SEM. ND vs HFD: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. HFD vs LU: ^§^ *p* < 0.05, ^§§^ *p* < 0.01, ^§§§^ *p* < 0.001.

**Figure 4:**
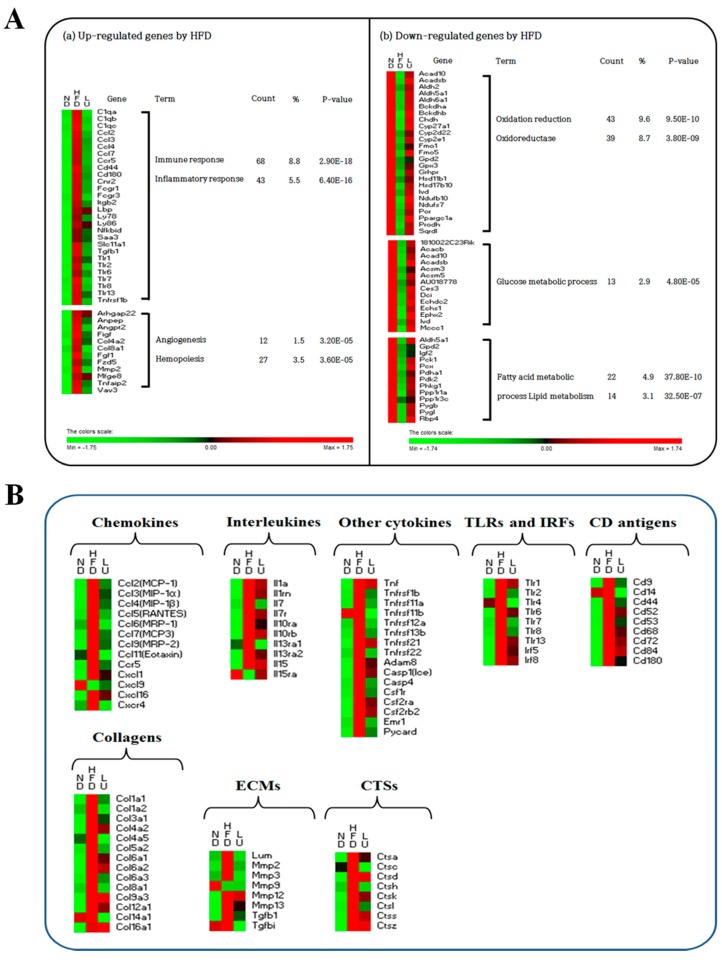
Gene transcription patterns related to inflammation in white adipose tissue. Symbols in red were up-regulated while those in green were down-regulated. (**A**) Functional gene ontology terms enriched among up- or down-regulated genes by the HFD using DAVID (enrichment score >2). (**B**) The heatmap of genes involved in chemokines, interleukins, cytokines, TLRs, IRFs, CD antigens, collagens, ECMs, and CTSs.

**Figure 5:**
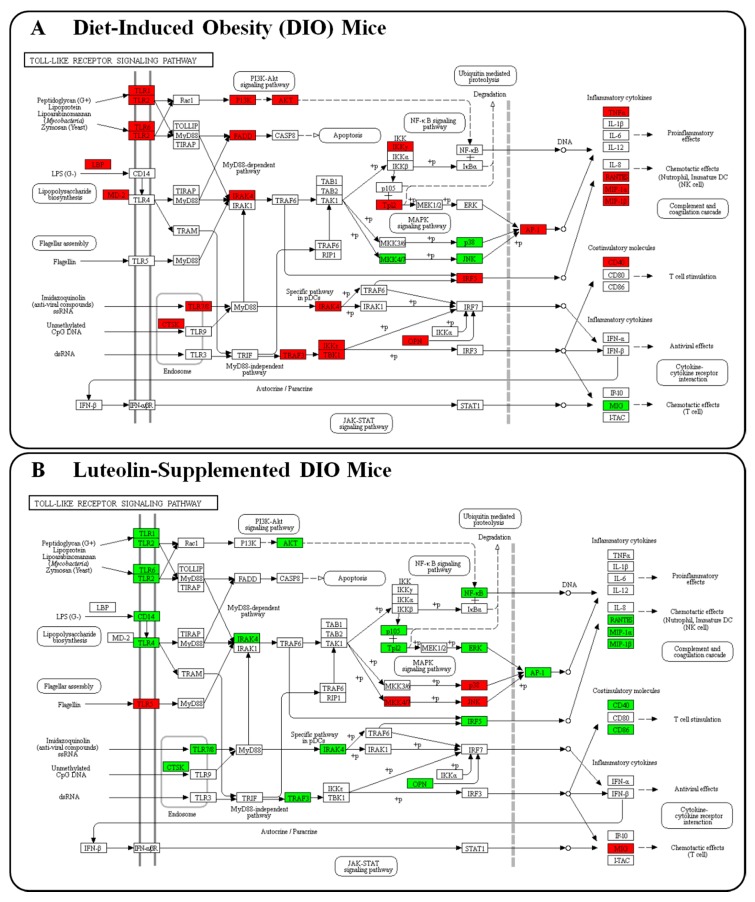
Gene transcription pattern related to the TLR signaling pathway in white adipose tissue. Symbols in red were up-regulated while those in green were down-regulated. (**A**) Gene expression levels altered by the HFD. (**B**) Gene expression levels altered by luteolin treatment.

**Figure 6:**
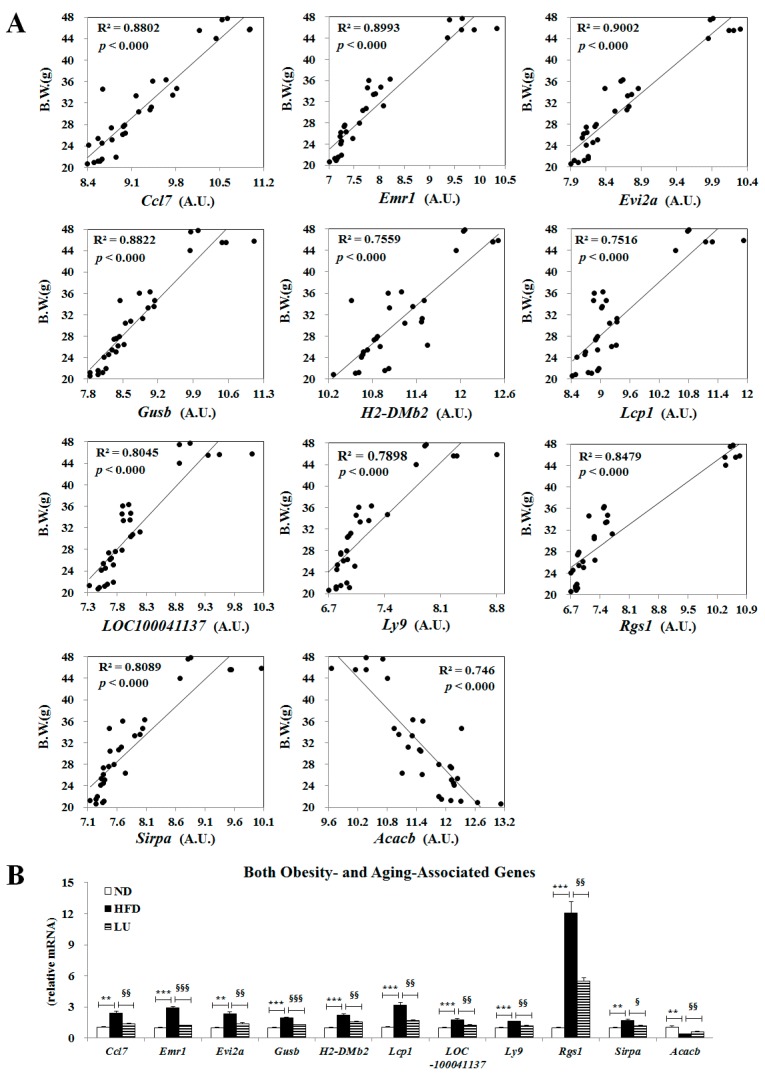
Effect of luteolin treatment for 16 weeks on the expression of genes involved in both obesity and aging. (**A**) Correlation between body weight and genes affected by advancing age (*Ccl7*, *Emr1*, *Evi2a*, *Gusb*, *H2-DMb2*, *Lcp1*, *LOC10041137*, *Ly9*, *Rgs1*, *Sirpa* and *Acacb*). (**B**) Expression of obesity- and aging-associated genes. Data are shown as means ± SEM. ND vs HFD: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. HFD vs LU: ^§^ *p* < 0.05, ^§§^ *p* < 0.01, ^§§§^ *p* < 0.001.

**Figure 7:**
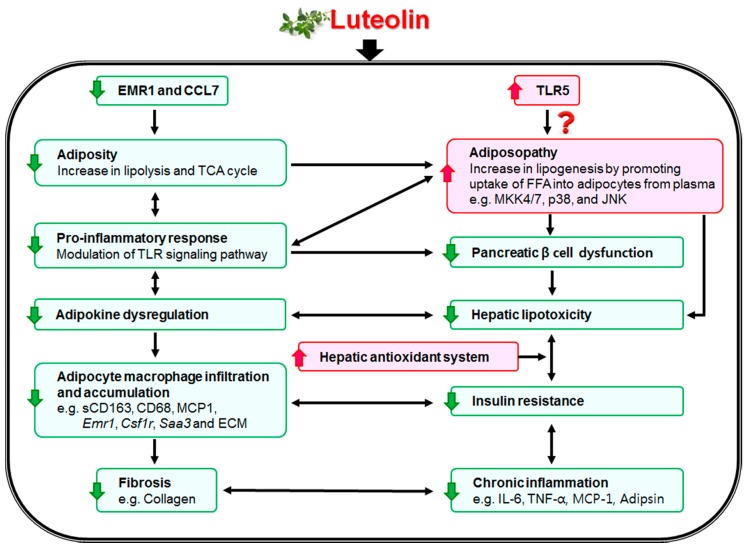
Proposed role of luteolin in attenuating hepatic and adipocyte fibrosis and insulin resistance by targeting the Toll-like receptor signaling pathway in high-fat-fed mice. Luteolin improved chronic low-grade inflammation by modulating the TLR signaling pathway, resulting in suppression of hepatic and adipocyte fibrosis by decreasing pro-inflammatory cytokines, adipokine dysregulation, macrophage and extracellular matrix accumulation, and captesin gene expressions. Interestingly, *Emr1* and *Ccl7*, important markers inducing low-grade inflammation, were affected by advanced age and greater body weight, which were normalized by luteolin treatment. Moreover, luteolin prevented hepatic lipotoxicity via an increase in uptake of FFA into adipocytes from plasma [29] and the hepatic antioxidant system, which was linked to activation of lipogenesis in adipose tissue mediated via *Tlr5*, *Map2k7*, *Mapk12*, *Mapk13*, and *Mapk9* gene expressions; further, *Tlr5* may be a key transcription factor for luteolin-mediated lipotoxicity protection. Decreased plasma FFA levels by luteolin were associated with improved pancreatic islet dysfunction, which all contribute to improvement of lipotoxicity, fibrosis, and insulin resistance.

**Table 1:** Effect of luteolin treatment for 16 weeks on body and organ weights, and plasma and hepatic FFA levels in C57BL/6J mice fed the high-fat diet.

	ND	HFD	LU
Initial Body Weight (g)	19.33 ± 0.25	19.33 ± 0.32	19.33 ± 0.29
Final Body Weight (g)	30.32 ± 0.78	42.17 ± 0.89 ***	37.48 ± 0.79 ^§§§^
Body Weight Gain (g/weeks)	0.70 ± 0.07	1.47 ± 0.07 ***	1.12 ± 0.07 ^§§§^
Liver (g/100 g BW)	3.54 ± 0.13	6.57 ± 0.20 ***	5.87 ± 0.30
Visceral WAT (g/100 g BW)	5.83 ± 0.31	9.63 ± 0.19 ***	7.33 ± 0.24 ^§§§^
Subcutaneous WAT (g/100 g BW)	1.62 ± 0.10	3.65 ± 0.10 ***	2.51 ± 0.05 ^§§§^
Total WAT (g/100 g BW)	8.62 ± 0.52	15.31 ± 0.27 ***	11.68 ± 0.20 ^§§§^
Plasma FFA (mmol/L)	1.13 ± 0.07	1.43 ± 0.04 **	1.15 ± 0.02 ^§§§^
Hepatic FFA (mEq/g liver)	0.014 ± 0.001	0.028 ± 0.001 ***	0.020 ± 0.001 ^§§§^

Data are shown as means ± SEM. ND vs HFD: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. HFD vs LU: ^§^ *p* < 0.05, ^§§^ *p* < 0.01, ^§§§^ *p* < 0.001. BW, body weight; WAT, white adipose tissue; FFA, free fatty acid, ND, normal diet, HFD, high-fat diet, LU, Luteolin.

## Supplementary Materials

The following are available online at http://www.mdpi.com/2072-6643/10/10/1415/s1, Figure S1: Effect of high-fat feeding on transcription of TLR5, MKK4/7, p38, JNK and MIG-realted genes in epididymal adipose tissue of C57BL/6 J mice over 24 weeks (HFD vs. ND group). Data shown as means ± S.D. * *p* < 0.05 based on wilcoxon t-test. ND: normal diet. HFD: high-fat diet, Table S1: Primer sequences used for RT-qPCR validation of the microarray data, Table S2: The number of differentially expressed genes (DEGs) in the epididymal WAT of C57BL/6J mice, Table S3: Effect of luteolin on transcriptional pattern of anti- and pro-inflammatory cytokine and chemokine genes in adipose tissue of C57BL/6J mice, Table S4: Effect of luteolin on transcriptional pattern of toll-like receptors (TLRs), interferon regulatory factors (IRFs) and Cd antigen 14 (Cd14) in adipose tissue and liver of C57BL/6J mice, Table S5: Effect of luteolin on transcriptional pattern of Cd antigen families in adipose tissue and liver of C57BL/6J mice, Table S6: Effect of luteolin on transcriptional pattern of collagen in adipose tissue and liver of C57BL/6J mice, Table S7: Effect of luteolin on transcriptional pattern of extracellular matrix (ECM)'s regulator in adipose tissue and liver of C57BL/6J mice, Table S8: Effect of luteolin on transcriptional pattern of cathepsin in adipose tissue and liver of C57BL/6J mice.

## Abbreviations

CAT	catalase
DIO	diet-induced obesity
ECM	extracellular matrix
FFA	free fatty acid
GIP	gastric inhibitory polypeptide
GLP-1	glucagon-like peptide-1
GOT	glutamic oxaloacetic transaminase
GPT	glutamic pyruvic transaminase
GPx	glutathione peroxidase
GR	glutathione reductase
HFD	high-fat diet
IR	insulin resistance
MCP-1	monocyte chemoattractant protein-1
MIP-1β	macrophage inflammatory protein 1 beta
PAI-1	plasminogen activator inhibitor-1
sCD163	soluble CD antigen 163
SOD	superoxide dismutase
TBARS	thiobarbituric acid reactive substances
TLR	Toll-like receptor
WAT	white adipose tissue

How the deposited data were processed for this re-analysis (not part of the article)

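RNA of whole epididymal WAT from ND, HFD and LU mice was measured on 9 Illumina MouseWG-6 v2 arrays, 3 per group. The authors deposited the signal intensity of 45281 probes before normalization, on a linear scale, with a detection p-value for each signal. They also deposited a log2 table of 17128 probes, which the authors had quantile-normalized, and the series values equal this table. How these probes were chosen is not stated. It holds 12.5% of the 20570 probes whose group means lie within 0.1 of each other on the log2 scale and 98.1% of the 2262 whose means lie more than 0.5 apart. Since it leaves out most probes whose groups are alike, the analysis started from the intensities of all probes.

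The intensities were quantile-normalized over the 9 arrays and log2-transformed, without background subtraction. A probe was kept where its detection p was under 0.05 on at least 3 of the 9 arrays, which left 20558 probes. On each array 42.2% to 43.8% of the probes were detected, and the background level was 7.79 to 7.83 on the log2 scale. Before normalization the median signal was 193.7 to 206.9 on the ND arrays, 209.4 to 215.8 on the HFD arrays and 193.5 to 197.3 on the LU arrays. The LU and HFD arrays thus did not overlap in this value. Probes were named from the platform table, with symbols matched through the Entrez gene number. This named 12300 of the probes kept, for 8699 genes, and each gene was read from its brightest probe. Where a group was not above background on any array, the fold change is given as a lower bound against the background of those arrays. List medians use the values as measured, and with such genes at their bound no median in LU against HFD moved by more than 0.03, while the largest shift was 0.33 in HFD against ND and 0.29 in LU against ND.

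The groups were compared with limma 3.58.1 in R 4.3.3, in 1 fit over the 9 arrays, with two-sided moderated tests. P-values were adjusted by Benjamini-Hochberg over the probes kept within each comparison, and the threshold was an adjusted p under 0.05. Gene lists with at least 3 measured genes were tested with limma's camera at a preset correlation of 0.01 and again with the correlation estimated for each list, with p-values adjusted over the lists of a comparison. Of 62 lists fixed in advance, 57 had enough measured genes, and 2 more were written after the largest rises in LU had been seen. Beside each list, the number of genes past the threshold is also given with p-values adjusted over that list alone.

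The genes named in the text follow a rule set in advance. They are the genes the paper names from the arrays, the 10 largest rises and the 10 largest falls among genes past the threshold whose groups do not overlap, the members of each list with the largest changes, and the most abundant markers of the cell types weighed. Predicted and unnamed transcripts were left out.

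The fit was tested on simulated values, drawn for each probe as independent normal noise around its mean with the spread of the limma fit. Changes of known size, 0.5 or 1 on the log2 scale, were added to 100 probes each out of 20558. The noise follows the model of limma without correlation between genes, and far fewer probes change than on the arrays. The shares below therefore need not hold for the arrays. limma recovered 97%, 99% and 100% of changes of 0.5 on the log2 scale in the 3 comparisons, with 7.51%, 7.87% and 5.66% false calls among all calls. The rank product recovered 98%, 99% and 99% with 10.8%, 11.9% and 9.95% false calls. The t-test of the methods after Benjamini-Hochberg recovered 16%, 27% and 24% with 5.71%, 8.7% and 5% false calls. The number of arrays limits the precision, since 3 samples per group estimate the spread poorly, and limma therefore shares the spread between probes.

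The alternatives were background correction with neqc, median scaling, the authors' table, a fit of the compared groups alone, a block for the replicate number, a trend in the spread, other filters on dim probes, the mean of a gene's probes, the rank product and the t-test of the methods, a fold change of at least 1.5, the list test fry, and leaving out each array in turn. The dimmest probe of each gene, the rank product on the authors' table and the HFD arrays divided between 2 comparisons were added after the values had been seen. Replicate numbers do not pair the arrays of different groups, since the correlation of arrays with the same number, after centering, was -0.1 to 0.09. The files name no slide, so a block for the slide was not run. A difference between slides that follows the groups could not be told apart from a difference between the groups. The supplementary tables of the paper were not held, and data on plasma, liver and histology are not in these files.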

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

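The tests on the share of adipocyte RNA, on lymph node tissue, on epididymal duct epithelium and on efferent ductule epithelium were chosen after the result was seen, and the motile cilium list was written after the largest rises in LU had been seen. The condition after background correction in the test on lymph node tissue was added last, when the test without it had excluded that explanation. The rules on background correction and normalization were set before the data were examined. For the motile cilium genes they were applied to a list written later. For signal compression, the rule set in advance asked only whether the share lay under the 2.5th percentile of the matched sets. The condition on brightness and the comparison with other genes raised at least 8-fold were not part of it. The other tests in this part were set before the data were examined.

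Genes of mast cells, lymphatic endothelium and resident macrophages, which the paper discusses only in part, were lower in LU than in both other groups: 26 of 33 were lower than in HFD, 24 of these also lower than in ND, and the median in LU against HFD was -0.61 (quartiles -0.80 to -0.25). The median was -0.71 for mast cells (-1.75 after background correction) and -0.81 for lymphatic endothelium (-0.84) in LU against HFD, and -0.48 for resident macrophages (-0.89) in LU against ND. A larger share of adipocyte RNA would lower the genes of every other cell type alike, but 20 endothelial and smooth muscle genes had a median of 0.01 (quartiles -0.03 to 0.16), and other background correction and normalization left at least 23 of the 26 genes lower, so the tables argue against these 2 explanations. Less lymph node tissue would lower T and B cell genes, and it cannot be told apart from a change in the fat itself: 16 of these genes had a median of 0.04 in LU against ND, but in LU against HFD it was -0.30, and -0.62 after background correction beside -0.80 for the genes above. Of the lymph node stroma genes only Ccl21a and Pdpn were measured, at a median of -0.66 in LU against HFD and -0.57 in LU against ND. Both also count among the lymphatic genes above, so they give no separate evidence on lymph node tissue. A lower number of mast cells, lymphatic endothelial cells and resident macrophages, or a lower expression in them, stays open as well.

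Motile cilium genes, outside those the paper discusses, were higher in LU than in HFD: 24 of 33 were higher and 1 lower, at a median of 0.37 (quartiles 0.23 to 0.60), and the median in LU against ND was 0.37 as well (0.75 and 0.65 after background correction). Of the listed epididymis and testis genes 10 have a named probe, while others such as Crisp1 and Lcn5 have none. Of these 10, only Cst11 was detected on all LU arrays, at a log2 signal of 8.06 in LU and 8.07 in HFD. Adam28 was detected on 2 LU arrays, at 7.79 in LU and 7.77 in HFD. These values argue against epididymal duct epithelium dissected with the fat, but only as far as these 10 genes stand for it and their probes can detect them. Of the 10, 0 were called higher in LU, but genes at background were not tested, so that count adds little. Other background correction and normalization left at least 23 of the 24 genes higher, which argues against them as the cause. Efferent ductule epithelium, which carries motile cilia, cannot be told apart from a change in the fat itself: 9 of its genes had a median of 0.23 in LU against HFD (upper quartile 0.39, median 0.48 after background correction), and 3 passed, Slc26a3 at 0.52, Wfdc2 at 0.42 and Cdh1 at 0.39. These genes are few and small in change, which keeps this explanation open, and no biological explanation was tested.

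Genes of lipid-associated macrophages were taken back less by luteolin than the other genes raised by the HFD: 9 of them raised at least by 1 on the log2 scale had a median share taken back of 22%, against 40% for all 232 such genes. Background left in the signals is argued against, since after background correction the share was 20%, beside 37% for all raised genes. Signal compression of bright, strongly raised probes cannot be told apart from a true difference. Random sets matched in signal and rise had a median of 35%, and the share of these genes stood at percentile 0.4 of 10000 such sets, but the matched genes were dimmer (mean log2 signal 12.09 against 12.89), and 4 other genes raised at least 8-fold had a median of 19% taken back. A cell type that responds less to luteolin stays open as a biological explanation.

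Cell cycle genes, outside those the paper discusses, had a median of -0.41 in LU against HFD (-0.69 after background correction). Branched-chain amino acid catabolism, which the paper does not discuss, had a median of 0.28 in LU against HFD. Erythroid genes had a median of -1.33 in LU against ND, and mesothelial genes a median of -0.42 (-1.04 after background correction). Of the 6127 probes kept that the authors' normalized table leaves out, 365 were changed in LU against HFD.

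For the comparisons of 3 arrays with 3, the 10 splits are too few for a share under 0.05. The real split, 1 of 10 in each case, gave 7677, 5747 and 6137 changed probes for HFD against ND, LU against HFD and LU against ND, and the highest other split gave 0 in each. It gave 34, 37 and 24 lists, where the highest other splits gave 30, 34 and 14, and 50 and 89 of the paper's genes, where the highest other gave 0. For the genes moved in opposite directions by the HFD and luteolin, the real grouping gave 2115 (1 of 100) and the highest other 1330. These groupings shuffle all 9 arrays at once, so they argue only against groups that do not differ at all. They cannot separate an opposite change by luteolin from a difference of the HFD arrays, which stand in both comparisons. For the return of the obesity- and aging-associated genes the real grouping gave 10 (1 of 100) and the highest other 3, but these genes, like the paper's other genes, were chosen on these samples, so these counts do not exclude chance.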

How the results depend on the processing

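The rank product on the authors' normalized table, the dimmest probe of each gene and the divided HFD arrays were chosen after the data were seen, and the other tests in this part were planned.

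The counts of changed probes depend on the test and on the threshold. In the order HFD against ND, LU against HFD and LU against ND, the rank product on the probes kept called 958, 904 and 841 probes and on all probes 1804, 1722 and 1488. On the authors' normalized table the test called 845 probes for HFD against ND, 797 for LU against HFD and 712 for LU against ND. The methods' t-test after Benjamini-Hochberg called 3750, 4345 and 2079 probes. With a fold change of at least 1.5 as a further condition the counts were 1286, 480 and 692. Among the paper's genes, the rank product on the probes kept called 30 of 53 higher in HFD and 46 of 99 lower in LU. The threshold on size explains the 1.5-fold counts by its construction. The t-test recovered 16% to 27% of simulated changes of 0.5, but far fewer probes changed in that simulation than on the arrays. This need not explain its counts, and the cause of these and of the other differences was not tested.

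The gene list tests depend on the correlation between genes. With an estimated correlation, 0 lists passed for HFD against ND, 2 for LU against HFD (pro-inflammatory chemokines and resident macrophages) and 1 for LU against ND (resident macrophages), where the preset correlation gave 34, 37 and 24. The test fry called every list that camera called and 36 more.

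Background correction, normalization, filters, the fit of the compared groups alone and the trend in the spread left the probe counts within 1.5 times their values. Of these settings, the lists were run only with background correction (32, 37 and 23 passed) and on the authors' table (34, 37 and 24 passed). The mean of a gene's probes gave 90 of the paper's genes lower in LU and 47 higher in HFD. Background correction made the medians of many lists larger, such as that of mast cells in LU against HFD, from -0.71 to -1.75. With the dimmest probe of each gene, 82 of 99 of the paper's genes were lower in LU and 43 of 53 higher in HFD. With the HFD arrays divided between the 2 comparisons, 1164, 1218 and 600 genes moved in opposite directions with HFD replicate 1, 2 or 3 only in LU against HFD, and 1348, 1370 and 1358 with it only in HFD against ND. Fewer arrays enter each of these tests. Median scaling raised the share of higher probes in LU against HFD from 52.1% to 65%. With the replicate number as a block the counts were 7369, 5469 and 5834 probes, and 34, 37 and 25 lists. The files name no slide, so the slide block was not run, and the changes between groups may hold a part from slides or hybridization.

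Leaving out 1 array in turn gave 6112 to 7676, 3903 to 6784 and 4161 to 6462 changed probes, 84 to 92 of the paper's genes lower in LU, 47 to 50 higher in HFD, 1471 to 2356 genes moved in opposite directions, and 10 of the 10 obesity- and aging-associated genes each time. The lists that passed were 30 to 34, 37 to 40 and 22 to 25.

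For 431 genes followed by name, calls were traced through part of the settings, without the rank product, the t-test, the 1.5-fold condition and the probe filters. Under each of these settings, 295 of 331 calls held in HFD against ND and 248 of 301 in LU against HFD. In LU against ND 240 of 308 held. Another 36, 55 and 42 genes passed under at least 1 of these settings. The gene whose called change reversed was Stab1 in HFD against ND, at 0.22 with the mean of its probes and -0.13 with its brightest probe, and the cause was not tested. Genes near background, such as Tnf, have changes that the arrays compress, since the background stays in the signal.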

Differences from the paper's values

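The rank product on the authors' normalized table and the dimmest probe of each gene were chosen after the values were seen, and the other tests in this part were planned.

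The paper counts 523 genes changed between LU and HFD, 188 higher and 335 lower, by rank product at a false discovery rate under 0.05. Here limma at an adjusted p under 0.05 gave 3301 genes, 1714 higher and 1587 lower, so the tests differ. Counts in genes here hold only genes with a named probe, and 12300 of the 20558 probes kept have a name. A count near the paper's therefore comes from part of the probes. Of the alternatives set before the data were examined, the rank product on the probes kept gave counts within 1.5 times the paper's (535 genes, 219 higher and 316 lower), and it left 53 of the paper's 99 measured lower genes uncalled. The others did not when counted in genes. Counted in probes, limma with a fold change of at least 1.5 gave 480, 139 higher and 341 lower, within 1.5 times the paper's counts, and in genes it gave 293, 79 higher and 214 lower. The rank product on the authors' normalized table, chosen after seeing the values, gave 487 genes, 202 higher and 285 lower, and drops 54 of the 99.

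For Emr1 (Adgre1) in LU the paper shows about 1.2 times the ND level in Fig. 1E and in Fig. 6B, read by eye, and the value here is 1.81. A value counts as different here where it is over 1.5 times the figure's and the gap exceeds the SD. The mean of the gene's probes (1.62), the setting without ND replicate 2 (1.79) and the setting without LU replicate 1 (1.73) fall under that limit and stay above the figure's value, and the other alternatives set in advance do not fall under it. For Ly9 in HFD the paper shows about 1.6 in Fig. 6B, read by eye, and the value here is 2.42. Median scaling (2.38), the mean of the gene's probes (1.96) and the settings without ND replicate 1 (2.37) and without HFD replicate 1 (2.25) fall under the limit and stay above the figure's value, and the other alternatives set in advance do not fall under it. The dimmest probe of each gene, chosen after seeing the values, gave 2.93 in HFD and 1.21 in LU for Adgre1, and 1.58 in HFD and 1.19 in LU for Ly9. It drops 17 of the paper's 99 measured lower genes and 10 of the 53 measured higher in HFD. Another probe of Adgre1 gave 3.34 and 1.96. Within the limit, values were above the figure's for Ly9 in LU (1.76, about 1.2 in Fig. 6B, read by eye) and for 3 more genes of Fig. 6B: Sirpa (2.33 in HFD and 1.7 in LU), Gusb (2.39 and 1.79) and Evi2a (2.96 and 1.84). The paper's bars, read by eye, are at about 1.7 and about 1.2, about 1.9 and about 1.3, and about 2.3 and about 1.4 in Fig. 6B. The dimmest probe gave 1.63 and 1.17, 1.96 and 1.29, and 2.32 and 1.38. For Rgs1 the brightest probe lies nearer the figure (12.0 and 5.44, where the dimmest gave 5.72 and 2.64), as for H2-DMb2 (2.21 and 1.56, against 0.917 and 0.842) and Csf1r (1.83 and 1.22, against 1.28 and 0.91).

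The paper lists genes as lower with luteolin of which 89 of 99 measured passed here. The 10 that did not were Cd40 (-0.24), Cd93 (-0.06), Col6a1 (-0.15), Col6a2 (-0.26), Col9a3 (-0.03), Col16a1 (0.09), Ctsd (-0.03), Il10rb (-0.15), Il15 (-0.07) and Tnf (-0.06). Cd40 passed with the 2 compared groups alone and without ND replicate 1, ND replicate 2 or HFD replicate 3. Cd93 passed with the mean of the gene's probes. Col6a1 passed with the 2 compared groups alone, without ND replicate 2 and with the mean of the gene's probes, Col6a2 with the 2 compared groups alone and without ND replicate 2, and Il10rb without LU replicate 3. Of the genes the paper gives as raised by the HFD, 50 of 53 measured passed, and Cd14 (0.14), Cd33 (0.01) and Col14a1 (0.10) did not. Cd14 passed without ND replicate 2 (0.25, adjusted p = 0.0038).

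The paper gives Tlr5 as lowered by the HFD, where the value here is 0.06 (adjusted p = 0.52). It gives the Jun kinase genes as raised by luteolin. Here Mapk9 was at 0.10 (adjusted p = 0.2) with 1 of its 3 probes lower at -0.17, Mapk8 at 0.13 (adjusted p = 0.11) and Mapk8ip1 at 0.17 (adjusted p = 0.16) in LU against HFD, while Mapk12 (p38) rose. Mapk8 passed under median scaling (0.19, adjusted p = 0.04) and Mapk8ip1 with the 2 compared groups alone (0.17, adjusted p = 0.05). For Mkk4/7, which the paper names as Map2k7, it gives a fall with the HFD and a rise with luteolin. Map2k7 has no named probe here, so this could not be checked. Map2k4 (Mkk4), a different gene, was at 0.23 (adjusted p = 0.014) and -0.03 (adjusted p = 0.8). On the map in Fig. 5 the Akt kinase is raised by the HFD and lowered by luteolin, and Akt2 was at -0.28 (adjusted p = 0.013) and 0.06 (adjusted p = 0.62). The paper calls TLR signaling the major pathway altered by luteolin, from the KEGG mapper. Among the 25 pathway lists used here it came 12th by camera p, a test of shared direction, which is not a like measure.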

Other observations

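The tests on the motile cilium and efferent ductule lists were chosen after the result was seen and are reported with the results for a closer look.

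Genes of cell division rose with the HFD and fell with luteolin. Prc1, which organizes the spindle before cells separate, rose by 1.51 on the log2 scale (standard error 0.07) and fell by 0.85 (standard error 0.07, adjusted p = 3.2e-05), and Tk1, an enzyme that makes thymidine for DNA synthesis, was at least 2.37-fold higher in HFD and fell by 0.70 with luteolin (standard error 0.08, adjusted p = 9.1e-05). All 17 measured cell cycle genes were higher in HFD than in ND (adjusted p = 4.8e-10, and adjusted p = 0.16 with an estimated correlation), and 16 were lower in LU than in HFD, 17 when adjusted over the list alone (adjusted p = 3.4e-09, and adjusted p = 0.13 with an estimated correlation). Macrophage markers moved with the cell cycle genes (medians of 1.15 in HFD against ND and -0.58 in LU against HFD). Genes that break down branched-chain amino acids went the other way, as did adipocyte markers (medians of -0.38 and 0.30). Whether these changes follow the mix of cell types was not tested. Bckdhb, a subunit of the complex that commits these amino acids to oxidation, fell by 0.62 with the HFD and rose by 0.65 with luteolin (standard error 0.07, adjusted p = 8.3e-05), and Mccc1, an enzyme of leucine breakdown, fell by 0.72 and rose by 0.61 (standard error 0.09, adjusted p = 0.00059). Of 20 genes, 18 were lower in HFD, 19 when adjusted over the list alone (adjusted p = 3.6e-07, and adjusted p = 0.15 with an estimated correlation) and 13 higher in LU, 15 when adjusted over the list alone (adjusted p = 3.3e-05, and adjusted p = 0.15 with an estimated correlation). Of the immediate early genes, Egr2, a transcription factor of activated macrophages, rose by 2.21 with the HFD and was at -0.75 with luteolin, and Atf3, a stress-response factor, rose by 2.19 and was at -0.73. Of 14 such genes, 6 were higher and 4 lower in HFD, 7 and 4 when adjusted over the list alone, and the list did not pass there (adjusted p = 0.14). In LU 5 were lower in LU than in HFD, and 6 lower and 1 higher when adjusted over the list alone (adjusted p = 0.015, and adjusted p = 0.13 with an estimated correlation). Of 17 genes of the unfolded protein response, 5 were lower and 2 higher in LU (adjusted p = 0.039, and adjusted p = 0.17 with an estimated correlation), with Calr, a chaperone of the endoplasmic reticulum, at -0.69 and Sdf2l1 at -0.62. The call of this list ended without HFD replicate 3 (adjusted p = 0.087).

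Genes of several cell types were lower in LU than in HFD or in ND. Of the mast cell genes, Mcpt4, a chymase of connective tissue mast cells, was at 0.08 in HFD against ND (adjusted p = 0.53) and fell by 1.32 with luteolin (standard error 0.09, adjusted p = 9.2e-06), and Tpsb2, a tryptase, fell by 0.78 (standard error 0.08, adjusted p = 4.9e-05). Hdc, the enzyme that makes histamine, rose by 0.61 (standard error 0.10, adjusted p = 8e-04). Of 9 mast cell genes, 7 were lower and 1 was higher in LU than in HFD (adjusted p = 0.00025, and adjusted p = 0.18 with an estimated correlation). All 5 measured lymphatic endothelial genes were lower in LU than in HFD (adjusted p = 0.00023, and adjusted p = 0.16 with an estimated correlation), with Mmrn1, a protein of the lymphatic wall, at -1.16 and Pdpn, a membrane protein of lymphatic vessels, at -0.52. Prox1 and Flt4 of this list were not measured, and Lyve1 also counts as a resident macrophage marker. The calls of Ccl21a (-0.78 to -0.62) and Reln (-0.46 to -0.31) each ended without HFD replicate 1, LU replicate 2 or LU replicate 3. Of 12 mesothelial genes, 9 were lower and 3 higher in LU than in ND (adjusted p = 0.00086, and adjusted p = 0.31 with an estimated correlation). Upk3b, a membrane protein of the mesothelium, fell by 1.46 and Slpi, a protease inhibitor of epithelia, by 1.31 in LU against ND. All 5 erythroid genes were lower in LU than in ND (adjusted p = 0.001, and adjusted p = 0.32 with an estimated correlation), with Slc4a1, the anion exchanger of red cells, at -1.74. They were already lower in HFD than in ND, at a median of -0.70, and -1.64 after background correction (adjusted p = 0.03, and adjusted p = 0.32 with an estimated correlation), and 2 of the 5 were lower in LU than in HFD (adjusted p = 0.15).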
